# Identification of a neuronal transcription factor network involved in medulloblastoma development

**DOI:** 10.1186/2051-5960-1-35

**Published:** 2013-07-11

**Authors:** Maria Łastowska, Hani Al-Afghani, Haya H Al-Balool, Harsh Sheth, Emma Mercer, Jonathan M Coxhead, Chris PF Redfern, Heiko Peters, Alastair D Burt, Mauro Santibanez-Koref, Chris M Bacon, Louis Chesler, Alistair G Rust, David J Adams, Daniel Williamson, Steven C Clifford, Michael S Jackson

**Keywords:** Medulloblastoma, Mutagenesis, Transcription network, Differentiation

## Abstract

**Background:**

Medulloblastomas, the most frequent malignant brain tumours affecting children, comprise at least 4 distinct clinicogenetic subgroups. Aberrant sonic hedgehog (SHH) signalling is observed in approximately 25% of tumours and defines one subgroup. Although alterations in SHH pathway genes (e.g. *PTCH1*, *SUFU*) are observed in many of these tumours, high throughput genomic analyses have identified few other recurring mutations. Here, we have mutagenised the *Ptch*^+/-^ murine tumour model using the Sleeping Beauty transposon system to identify additional genes and pathways involved in SHH subgroup medulloblastoma development.

**Results:**

Mutagenesis significantly increased medulloblastoma frequency and identified 17 candidate cancer genes, including orthologs of genes somatically mutated (*PTEN, CREBBP*) or associated with poor outcome (*PTEN, MYT1L*) in the human disease. Strikingly, these candidate genes were enriched for transcription factors (p*=*2x10^-5^), the majority of which (6/7; *Crebbp*, *Myt1L*, *Nfia, Nfib, Tead1* and *Tgif2*) were linked within a single regulatory network enriched for genes associated with a differentiated neuronal phenotype. Furthermore, activity of this network varied significantly between the human subgroups, was associated with metastatic disease, and predicted poor survival specifically within the SHH subgroup of tumours. *Igf2*, previously implicated in medulloblastoma, was the most differentially expressed gene in murine tumours with network perturbation, and network activity in both mouse and human tumours was characterised by enrichment for multiple gene-sets indicating increased cell proliferation, IGF signalling, MYC target upregulation, and decreased neuronal differentiation.

**Conclusions:**

Collectively, our data support a model of medulloblastoma development in SB-mutagenised *Ptch*^+/-^ mice which involves disruption of a novel transcription factor network leading to *Igf2* upregulation, proliferation of GNPs, and tumour formation. Moreover, our results identify rational therapeutic targets for SHH subgroup tumours, alongside prognostic biomarkers for the identification of poor-risk SHH patients.

## Background

Medulloblastoma (MB) is the most common malignant brain tumour of childhood, accounting for around 10% of paediatric cancer deaths. Despite recent therapeutic advances, up to 40% of patients still die from their disease and cure is often associated with disabling therapy-related effects in later life. New therapeutic approaches based on improved biological understanding of the disease will be essential to improve outcomes, through strategies such as the delivery of risk-adapted therapies guided by molecular prognostic biomarkers, and the stratified use of molecularly-targeted agents (reviewed in [1]).

Four major molecular subtypes of medulloblastoma with distinct biological, clinical and pathological features are now recognised, and this subgrouping is beginning to have clinical impact [1-3]. WNT subgroup tumours (~15% of total) are characterised by activation of the wnt/wingless pathway through *CTNNB1* mutations, and appear to originate from progenitor cells derived from the dorsal brain stem [4]. Patients with WNT-associated tumours have a favourable prognosis and will receive reduced therapies in forthcoming international clinical trials [1,5,6]. The SHH subgroup (~25% of total) is defined by activation of the sonic hedgehog signalling pathway, and mutations in SHH pathway genes (e.g. *PTCH1, SUFU*) arise in a significant subset [2,3]. All evidence suggests that these tumours originate from cerebellar granule neuron precursors (cGNPs) within the external granular layer of the developing cerebellum (reviewed in [7]) or cochlear nuclei of the brainstem [8]. SHH tumours are associated with an intermediate prognosis. Early clinical trials of SHH pathway inhibitors are underway, although acquired resistance has been reported [9] and tumours with downstream pathway mutations (e.g. *GLI2, SUFU*) are predicted to be insensitive to their action [10]. Group 3 and 4 tumours are more heterogeneous and show overlapping molecular features such as frequent chromosome 17 defects. However, Group 3 tumours (~25% of total) have been associated with high-risk features, such as *MYC* gene amplification and large-cell/anaplastic (LCA) pathology, and a poor prognosis [2].

Recent genome-wide studies have further underlined the complexity of MB; heterogeneous mutations targeting processes including histone methylation and chromatin remodelling have been discovered, but these typically describe limited subsets of tumours and few additional recurrent mutations targeting specific genes and/or pathways have been identified [11-15]. Critical genes therefore remain to be uncovered in all MB subgroups and there is a growing need to identify low-frequency alterations which drive disease progression, distinguish these from passenger mutations, and determine their mechanisms of action and clinical significance. Primary tumour data alone may not be sufficient to achieve these goals.

A number of murine MB models have been created allowing comparative analyses (reviewed in [16]), including models which recapitulate WNT [4] and Group 3 [17,18] tumours. However, the most widely studied mouse model is a knockout of the *Shh* transmembrane receptor, *Ptch*[19], which mimics SHH subgroup tumours. *Ptch*^+/-^ heterozygotes develop MBs at a frequency which is significantly influenced by genetic background [20]. Sleeping Beauty *(*SB) murine mutagenesis [21,22], coupled to statistical analysis of insertion site distribution [23,24], has emerged as a powerful method to identify genes involved in a wide variety of human cancers [24-29]. Recently the SB11 transposase [22] driven by the *Math1* promoter has been used to mutagenise developing neuronal tissues in both the *Ptch*^+/-^ and *p53* loss-of-function models of MB [30]. This identified a large number of candidate genes potentially involved in MB progression, and demonstrated that the genetic events observed in metastases show limited overlap with those in matched primary tumours, supporting a bicompartmental genetic model of metastatic disease [30,31].

Here, we report the application of whole-body SB mutagenesis [26] to the *Ptch*^*+/-*^ tumour model, and the identification of 17 genes associated with enhanced medulloblastoma formation. We show that these genes are enriched for neuronal transcription factors defining a novel gene network which, when mutagenised by SB, is associated with increased cell proliferation and reduced neuronal differentiation. Significantly, increased expression of *Igf2*, a gene known to be essential for tumour formation in the *Ptch*^*+/-*^ model, is associated with insertional mutations within this network. Moreover, we show that in human disease, network activity predicts poor survival specifically within the SHH tumour subgroup. Together, these findings provide important novel insights into the molecular mechanisms of medulloblastoma pathogenesis, and identify exploitable therapeutic targets and prognostic biomarkers for development towards improved therapy.

## Results

### The incidence of MB but not RMS is enhanced in mutagenised *Ptch+/-* mice

A total of 243 mutagenised *Ptch*+/- animals (*Ptch*+/-; SB11+/-;T2Onc+/-) and 195 control littermates were aged for up to 15 months and monitored for tumour development. Mortality in mutagenised *Ptch*+/- animals was approximately 90% after 1 year, significantly higher than in the predisposition only (*Ptch+/-*;T2Onc+/-) or transposition only (T2Onc+/-;SB11+/-) control genotypes (Figure 1a and Additional file 1: Table S1). Approximately ~28% of mutagenised *Ptch*+/- animals aged for more than 6 months succumbed to haematological neoplasms, which usually presented as large thoracic tumours and/or hepatosplenomegaly. A low frequency of parenchymal brain lesions consistent with glial tumours (2%) was also observed. These malignancies occurred at comparable frequencies within the transposition controls, have previously been reported using the same transposase/transposon combination [26,29], and are not analysed further here.

**Figure 1:**
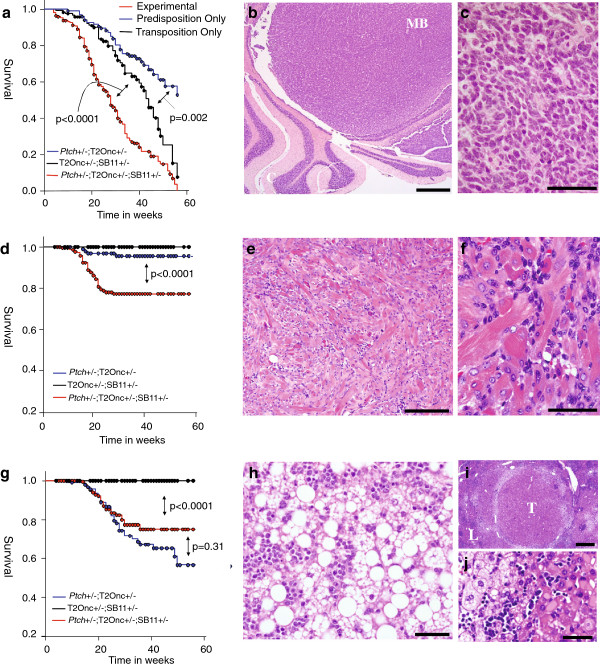
**Mortality in experimental/control cohorts and tumour pathology. a-c.** Kaplan Meier survival curves. All p-values are from log-rank tests. **a.** Mortality due to all causes in experimental cohort and controls. **b.** Medulloblastoma (MB) arising from cerebellum (C). Scale bar = 500 μm. **c.** High resolution image showing typical cytomorphology of small, polygonal or slightly elongated cells. Perivascular pseudorosetting and occasional necrotic foci were also seen in some tumours. Scale bar = 50 μm. **d.** Mortality due to medulloblastoma alone. The difference between predisposition and transposition controls was not significant (p=0.118). **e.** Typical appearance of RMS consisting of variable numbers of small, round mitotically active cells together with large more well-differentiated rhabdomyoblasts arranged in interlacing fascicles. Scale bar = 200 μm. **f.** High resolution image showing large rhabdomyoblasts with characteristic cross-striations, accompanied by smaller less well differentiated cells. Scale bar = 50 μm. **g.** Mortality due to RMS alone. **h.** Hepatocellular adenoma containing mixed pattern (micro- and macrovesicular) steatosis and leukaemic infiltration. Scale bar = 50 μm. **i.** Low power view of a well demarcated hepatocellular carcinoma with leukaemic infiltration (T=tumour, L=liver parenchyma). Scale bar = 500 μm. **j.** High resolution image of hepatocellular carcinoma showing tumour cells (right-hand side of image) with eosinophilic cytoplasmic inclusions. Scale bar = 50 μm. All sections are stained with Haematoxylin and Eosin.

Despite this mutagen-specific burden, significant mortality within mutagenised *Ptch*+/- animals was related to the *Ptch* genotype. Large exophytic and/or invasive MBs (Figure 1b and c) developed in ~23% of mutagenised *Ptch*+/- animals aged for over 6 months, with no macroscopic meningeal masses being observed (typical of the *Ptch* model [19]). Tumours with indistinguishable pathology were observed in the predisposition controls but at a much lower frequency (6%), with survival analysis providing clear evidence that SB mutagenesis enhanced the predisposition of *Ptch*+/- mice to MB (p<0.0001, Figure 1d). Slow growing and locally invasive rhabdomyosarcomas (RMSs), also typical of the *Ptch*+/- model [32], developed in ~22% of experimental animals aged over 6 months (Figure 1e and f). However, mutagenesis did not significantly alter RMS related mortality relative to predisposition controls (Figure 1g, p=0.31). Finally, multiple liver tumours (Figure 1h-j), morphologically similar to those generated using a conditional SB11 screen for hepatocellular carcinoma [27], were observed in 19 mutagenised *Ptch*+/- mice but not in predisposition controls. Although not previously reported in whole body SB mutagenesis screens, liver tumours were also observed at low frequency in transposition only controls (Additional file 1: Table S1), suggesting that they can be induced by SB mutagenesis alone.

### SB insertions target neuronal transcription factors

To identify genes responsible for the impact of mutagenesis upon MB incidence, transposon insertion sites within MBs and control cerebellar tissues were recovered using Splinkerette PCR, sequenced, and their distribution analysed using Gaussian kernel convolution (GKC [23]) to identify common insertion sites (CISs, see Methods). A total of 17 genes were identified within 20 CISs recovered [median p-value = 0.008 (Table 1)]. The majority were also recovered using Monte Carlo simulation analysis [24], and these are highlighted in bold in Table 1. Three of the CISs target known tumourigenic genes (*Crebbp*, *Nfib* and *Pten*), mutations within orthologs of two (*Crebbp* and *Pten*) are somatically mutated at low frequency in human MB [11,33], and six (*Crebbp*, *Nfia*, *Nfib*, *Pten*, *Sfi1,* and *Tead1*) have recently been identified as MB CISs in a tissue-specific mutagenesis screen [30]. Strikingly, ontological analysis established that six of the 17 CIS genes have transcription factor activity (*Nfia*, *Tead1*, *Tgif2*, *Nfib*, *Myt1l* and *L3mbtl4*), a highly significant excess relative to expectation (FDR corrected p-value = 2×10^-5^). Furthermore, seven genes (*Tgif2*, *Pten*, *Nfia*, *Nfib*, *Myt1l*, *Slit3* and *Fgf13*) are implicated in neuronal biological processes. In contrast, only three genic CISs were identified in control tissue, all with modest p-values (0.01-0.05, Table 1). All of these observations are consistent with insertional mutations at CISs contributing to increased penetrance of the tumour phenotype. As all SB insertions within *Tgif2* mapped to a single ~4 kb intron, these were analysed in detail using both genomic DNA and cDNA templates. This both validated our sequence data and confirmed the inferred upregulation of this gene by SB insertion (Additional file 2: Figure S1).

**Table 1:** Common Insertion Sites (CISs) in Medulloblastomas and Cerebellum Controls

**Gene**	**Chr**	**CIS width**	**N**	**I**	**GKC p-value**	**Other genes**	**Inferred MOA**	**CGC**	**MB- Mut**	**MB- CIS**
**A. Medulloblastomas**										
***Nfia***	4	28.6	20	27	<1E-14	-	Loss	-	-	Ptch
***Atxn2***	5	25	6	6	<1E-14	-	?	-	-	-
***Tead1***	7	19.1	6	7	3.9E-14	-	Gain	-	-	Ptch
***Tgif2***	2	0.8	3	4	0.0006	-	Gain	-	-	-
***Crebbp***	16	37.1	5	5	0.0009	-	Loss	S	Y	Ptch
***Dscr3***	16	18.3	5	6	0.0009	-	Loss	-	-	-
**CIS13:72336914**	13	44.3	5	6	0.0042	n/a	n/a	n/a	n/a	n/a
Pten*	19	50.2	4	5	0.0046	-	Loss	S/G	Y	Both
***Itgbl1***	14	43.4	5	5	0.0062	*Fgf14*	?	-	-	-
***Nfib***	4	24.7	7	9	0.0071	-	Gain	S	-	Ptch
*Myt1l*	12	67.2	8	10	0.0089	*Pxdn,Tpo,Sntg2*	Loss	-	-	-
*Ankrd5*	2	1071.3	8	15	0.0092	*Plcb4, Pak7,Snap25*	?	-	-	-
*Slit3*	11	494.3	8	12	0.012	-	Loss	-	-	-
***Tmem45b***	9	58.4	4	5	0.019	-	?	-	-	-
***Sfi1***	11	51	5	6	0.021	-	Loss	-	-	Both
**CIS15:70979306**	15	20.3	4	4	0.028	n/a	n/a	n/a	n/a	n/a
*Fgf13*	X	23.5	3	4	0.026	-	Gain	-	-	-
CIS3:147532546	3	140.5	4	7	0.043	n/a	n/a	n/a	n/a	n/a
*L3mbtl4*	17	221.6	7	7	0.043	*Tmem200c*	Loss	-	-	-
*Adcy5*	16	127.1	4	6	0.044	*Ptblb*	Loss	-	-	-
**B. Cerebellum controls**										
***Faf1***	4	41.7	4	4	0.01	-	?			
***l7Rn6***	7	10	3	3	0.018	*Ccdc81*	?			
CIS6:31346217_240k	6	844	6	8	0.045	n/a	n/a			
*Ric3*	7	99	4	4	0.035	*Tub*	?			
CIS9:68415409_240k	9	1738	9	11	0.016	n/a	n/a			

Genes associated with CISs, the chromosomes to which they map, and the genomic extent of each CIS are shown. GKC p-values are from the Genome Kernel Convolution analysis (see Methods). The number of tumours **(N)** and T2Onc insertions **(I)** which define each GKC CIS, together with other genes within the CIS interval, are also shown. The position and orientation of SB insertions can be used to infer the mode of action (**MOA**) of insertion (e.g. [28]). Most of the CISs have insertions distributed throughout the genes they identify, and in both orientations, suggesting loss of function **(Loss)**. Both of the CIS genes which have proven tumour suppressor activity (*Pten* and *Crebbp*) show this pattern. An excess of inserts in the 5’ end of a gene, and in a +ve orientation with respect to transcription, implies upregulation of expression **(Gain)** through SB enhancer function [34]. **CGC** – Genes known to cause cancer due to somatic (**S**) or germline (**G**) mutations from the Cancer Genome Census (http://www.sanger.ac.uk/genetics/CGP/Census/). **MB-Mut** – Somatic mutations previously identified in MB [11,12,14,15]. **MB-CIS** – previously identified as an MB CIS [30] in either the Ptch model (**Ptch**) or the Ptch and p53 model (**both**). *Pten, was also identified as a CIS within haematological tumours (data not shown) but is included here as it is a known MB gene. For details, see Methods.

### Association of CIS genes with survival and focal copy number alterations

To investigate the association between CIS gene expression and survival, log-rank (Mantel-Cox) tests were performed on median split microarray expression data from human tumours [35]. Reduced expression of two genes, *PTEN* (a tumour suppressor previously implicated in MB) and *MYT1L*, was associated with poor outcome (Figure 2). This is consistent with the inferred mode of action of the SB insertions that target these genes (Table 1). Furthermore, the association of *MYT1L* expression with survival remained significant within a Cox-regression model incorporating high-risk clinical features using the data from Cho, Tsherniak *et al*[35], even after exclusion of the good prognosis WNT subgroup (p=0.011, see Additional file 3: Table S2).

**Figure 2:**
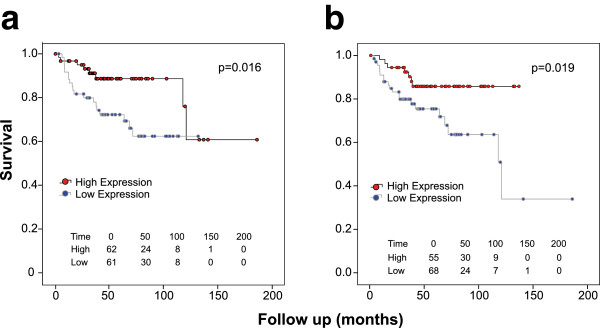
**Expression of *MYT1L *and *PTEN *correlates with survival.** Kaplan Meier curves showing survival in high and low expressing groups in data of [35] split by median of expression in all MB regardless of subtype. **a**. *MYT1L*, **b**. *PTEN*. Numbers at risk and log-rank test p-values are shown.

To investigate the relationship between CIS genes and regions of chromosomal loss or gain defined within primary tumours [35,36], a GISTIC analysis was also performed [37]: *PTEN* maps within a well-established region of common chromosomal loss on 10q associated with SHH tumours [38], and both *NFIB* and *TMEM45B* were found to be present within peak regions of localised copy number gain (Additional file 4: Figure S2). While this is consistent with the mode of action inferred for *PTEN* and *NFIB*, the mode of action of *TMEM45B* remains unclear from insert data alone (Table 1).

### CIS genes are differentially expressed in MB clinico- genetic subgroups

To establish whether the CIS genes are relevant specifically to the SHH subgroup of tumours, we used published data sets [38,39] to compare expression of human orthologs in SHH subgroup tumours with expression in all other subgroups. Of the 17 CIS genes, 9 show significant differential expression when SHH subgroup tumours are compared to all others (including *MYT1L* and *PTEN* discussed above), and 15 show differential expression in one or more clinicogenetic subgroups (Table 2). However, only two (*ITGBL1* and *L3MBTL4*) show clear differential expression in the SHH subgroup alone. Some show marked differential expression in a single non-SHH subgroup, such as *NFIA* (Group 3 tumours) and *FGF13* (Group 4 tumours), or in more than one subgroup (e.g. *TGIF2* and *MYT1L*), suggesting that these genes may be relevant to MB in general. We also investigated expression with respect to the presence/absence of metastatic disease, and 7 genes show a significant association, most notably genes with extreme expression values in Group 3 and 4 tumours where metastatic disease is common (Table 2).

**Table 2:** CIS gene expression according to clinicogenetic groups and presence of metastatic disease

**Clinicogenetic groups**																			**Metastatic disease**						
		**SHH v Other Subgroups**				**WNT (N=15)**			**SHH (N=24)**			**Group 3 (N=24)**			**Group 4 (N=48)**				**Mets (N=32)**			**No Mets (n=75)**			
		**Mean SHH**	**Mean others**	**t**	**p-val**	**Mean**		**SE**	**Mean**		**SE**	**Mean**		**SE**	**Mean**		**SE**	**p-val**	**Mean**		**SE**	**Mean**		**SE**	**p-val**
*NFIA*	22497_at	11.25	10.80	-1.31		11.41	±	0.18	11.25	±	0.30	9.44	±	0.42	11.32	±	0.16	**	10.78	±	0.32	11.03	±	0.15	
*ATXN2*	202622_s_at	7.41	7.60	2.00		7.50	±	0.11	7.41	±	0.08	7.36.	±	0.11	7.75	±	0.06	**	7.68	±	0.08	7.47	±	0.05	*
*TEAD1*	224955_at	10.80	9.85	-6.34	**	11.10	±	0.12	10.80	±	0.12	10.13	±	0.15	9.33	±	0.07	**	9.68	±	0.13	10.11	±	0.11	*
*TGIF2*	216262_s_at	7.61	5.02	-8.98	***	7.75	±	0.10	7.61	±	0.23	5.48	±	0.28	3.97	±	0.10	**	4.46	±	0.22	5.88	±	0.22	***
*CREBBP*	202160_at	9.93	9.80	-0.85		9.95	±	0.10	9.93	±	0.10	9.13	±	0.32	10.09	±	0.07	**	9.76	±	0.13	9.82	±	0.12	
*DSCR3*	203635_at	7.08	6.78	-3.19	**	6.84	±	0.18	7.08	±	0.08	6.69	±	0.09	6.80	±	0.06	**	6.82	±	0.08	6.82	±	0.06	
*PTEN*	225363_at	10.31	11.12	4.63	***	11.16	±	0.20	10.31	±	0.15	10.12	±	0.15	11.62	±	0.06	**	11.03	±	0.14	10.94	±	0.10	
*ITGBL1*	214927_at	6.49	3.90	-4.47	***	4.27	±	0.56	6.49	±	0.55	3.16	±	0.25	4.16	±	0.25	**	3.91	±	0.33	4.85	±	0.27	*
*NFIB*	209290_s_at	12.92	12.67	-0.66		10.46	±	0.48	12.92	±	0.32	12.18	±	0.38	13.58	±	0.09	**	12.81	±	0.28	12.85	±	0.16	
*MYT1L*	210016_at	8.27	10.24	2.80	**	6.06	±	0.70	8.27	±	0.64	9.20	±	0.43	12.02	±	0.11	**	11.28	±	0.22	9.41	±	0.36	**
*ANKRD5*	220144_s_at	4.63	4.75	0.54		4.51	±	0.28	4.63	±	0.19	5.46	±	0.21	4.46	±	0.10	**	4.65	±	0.16	4.77	±	0.11	
*SLIT3*	203813_s_at	3.01	2.98	-0.17		2.90	±	0.09	3.01	±	0.14	2.82	±	0.05	3.09	±	0.10		2.98	±	0.10	2.94	±	0.06	
*TMEM45B*	226226_at	2.37	2.44	1.57		2.34	±	0.04	2.37	±	0.04	2.52	±	0.04	2.44	±	0.03	*	2.45	±	0.03	2.44	±	0.02	
*SFI1*	36545_s_ar	5.96	5.19	-2.68		5.74	±	0.24	5.96	±	0.25	4.42	±	0.23	5.42	±	0.19	**	5.24	±	0.20	5.36	±	0.16	
*FGF13*	205110_s_at	5.88	8.10	6.66	*	5.33	±	0.86	5.88	±	0.54	6.81	±	0.49	9.58	±	0.16	**	8.73	±	0.39	7.01	±	0.32	**
*L3MBTL4*	228557_at	6.85	3.73	-7.43	***	4.28	±	0.28	6.85	±	0.40	4.82	±	0.22	3.01	±	0.10	**	3.76	±	0.21	4.59	±	0.24	*
*ADCY5*	228182_at	3.50	3.70	0.66	***	3.52	±	0.27	3.50	±	0.27	2.73	±	0.16	4.25	±	0.21	**	3.65	±	0.22	3.60	±	0.16	

Genes and associated Affymetrix probe IDs are shown. All values are mean log2 expression levels from [38] and [39]. Standard errors (SE) are shown. SHH v Other Subgroups, and presence/absence of metastatic disease, were analysed using t-tests. Clinicogenetic groups [2] were analysed using ANOVA. *p<0.05, **p<0.01, ***p<0.001.

For 13 genes, a comparison of expression in human tumours and normal cerebellum was also possible (using data from Cho, Tsherniak et al. [35]) and a total of 10 genes show significantly different expression between cerebellum and either SHH subgroup tumours alone or all tumours (Additional file 5: Table S3), consistent with dysregulation of expression during tumorigenesis. Furthermore, the direction of expression change observed is generally consistent with the predicted mode of action of each CIS. For instance, expression levels of *FGF13*, *NFIB*, *TEAD1* and *TGIF2* are all increased versus normal cerebellum whilst expression of *MYT1L*, *SFI1*, and *SLIT3* is appropriately reduced (Table S2) in line with the inferred mechanism of action (Table 1).

### CIS genes define a neuronal transcription factor network in human MBs

The significant enrichment for transcription factor (TF) activity within the MB CIS genes raised the possibility that they could be present within co-ordinated signalling or developmental pathways. ARACNE [40,41] is a method which uses gene-gene co-regulation measures, and elimination of indirect relationships, to infer TF-target interactions within expression data. It has successfully been used to identify novel oncogenes in expression datasets from glioma [42] and acute lymphoblastic leukaemia [43]. We used ARACNE to infer regulatory networks within publicly available MB gene expression data ([38,39] see Methods). Strikingly, seven CIS genes, including four of the five CISs with the highest GKC p-values, were linked within a single network either directly or via nearest neighbours (Figure 3). This cluster of CIS nodes is highly significant (p=0.006 using 1000 randomly re-sampled networks) and consists of 6 genes with transcription factor/cofactor activity (*CREBBP, MYT1L*, *NFIA*, *NFIB*, *TEAD1* and *TGIF2*) and one neuronal growth factor (*FGF13*). Gene ontology analysis (see Methods) established that the extended network is enriched both for transcription factors/regulators (p=0.0026/0.0035, Additional file 6: Table S4, yellow in Figure 3) and for genes with ontologies relating to cellular components of differentiated neurons (p=0.019-0.0042, Additional file 6: Table S4, green in Figure 3). This suggests that the network consists primarily of neuronal transcription factors and their targets.

**Figure 3:**
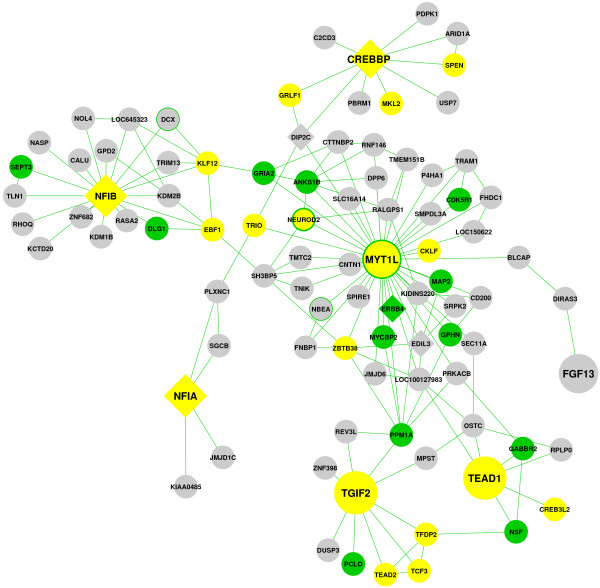
**A neuronally enriched transcription factor network is defined by MB CIS genes.** MB CIS genes (enlarged) linked via nearest neighbours are shown. The topological arrangement of connected CIS nodes is highly significant (p<0.006) as the average minimum path distance between the 7 CISs is lower than in 994/1000 randomly resampled networks. All network edges are supported with a bootstrapped p-value of <1x10^-8^. Genes identified as biallelically mutated MB CISs by Wu et al. [30] are shown as diamonds. Genes with transcription regulator activity (GO ID 30528) are shown in yellow. Genes with enriched ontologies associated with differentiated neurons (GO IDs 45202, 44456, 45211, 43005, 43198) are shown in green. Other genes with a known role in neuronal development are shown with a green border. For details of network construction, see Additional file 7. For details of enriched ontologies see Additional file 6: Table S4.

To investigate the relative activity of genes within these enriched ontologies in human tumours, expression heatmaps of CIS genes, transcription factors, and neuronal genes within the network were generated (Figure 4a). There are clear expression differences between clinicogenetic subgroups, consistent both with the ANOVA analysis of CIS gene expression across subgroups (Table 2) and with the presence of genes previously shown to be highly expressed in Group 3 and 4 tumours (e.g. *NEUROD2*, *GABBR2*[38]). However, most striking are the neuronal genes which include neurotransmitter receptors and synaptic scaffold/matrix proteins, the vast majority of which show low expression in the SHH and WNT tumours.

**Figure 4:**
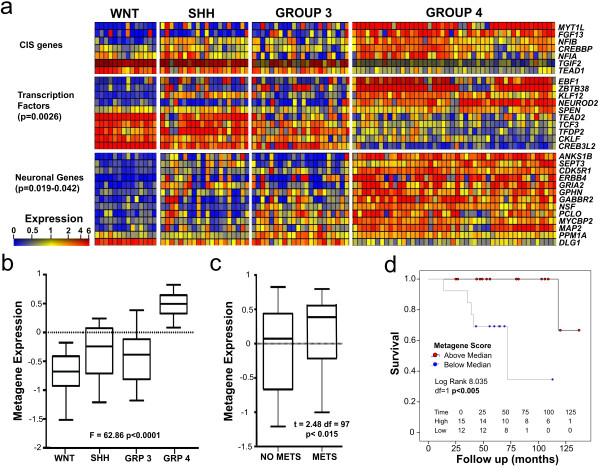
**Network activity correlates with tumour subgroup, metastasis and survival. a.** Gene expression heatmaps of CIS genes and network genes with enriched ontologies in all 4 clinicogenetic subgroups are shown. Where more than one probe per gene was present in the network, the probe with the highest mean expression level across all samples is shown. **b. **Box and whisker plot showing log of metagene expression in MB clinicogenetic subgroups. ANOVA p-value is shown. Boxes represent the 25^th^ to 75^th ^percentile, with median values shown as solid lines. Whiskers represent 95^th ^percentile, and outliers are shown individually. **c. **Log of metagene expression in tumours with metastases and those without. T-test p-value is shown. **d. **Kaplan Meier curve of SHH subgroup tumours relative to Metagene score.

Four of the seven networked CIS genes have recently been identified as MB CISs in a tissue-specific SB mutagenesis screen of primary tumours generated using the *Ptch* model (*Crebbp*, *Nfia*, *Nfib* and *Tead1*[30]), and orthologs of a further three genes within our network (*Dip2c*, *Edil3* and *Erbb4*) were identified as MB CISs in the same screen. Strikingly, with the exception of *Tead1*, both alleles of all of these genes were targeted by inserts in primary tumours in this screen [30], indicative of key tumour promoting events. We therefore analysed the distribution of all 17 biallelic events identified in this tissue-specific study and found them to be significantly enriched within our network (6/90, 7%) compared to outside our network (11/5823, 0.19%; Fisher’s Exact Test p <0.00001). This provides evidence that the TF network identified here was also targeted in an independent SB screen.

### Network activity correlates with advanced disease and survival in SHH tumours

To assess network activity within human tumour datasets further, we generated a single “metagene” metric to summarise the expression of CIS network genes. The expression of each gene was signed according to direction of correlation with other CIS genes, such that a single score reflected the unified action of all genes (see Additional file 7). As a result, the expression of genes where CISs are inferred to cause loss of function was positively correlated with metagene score (e.g. *MYT1L*), whereas the expression of genes where CISs are inferred to cause gain of function (e.g. *TGIF2*, Additional file 2: Figure S1) was negatively correlated. Metagene activity was then investigated with respect to MB subgroups and clinical features. As expected from the expression heatmaps (Figure 4a), the activity of the network metagene differs significantly between MB clinicogenetic subgroups (F = 62.8 p<0.0001 Figure 4b), with the highest network activity being observed in Group 4 tumours. Metagene activity is also higher in tumours presenting with metastatic disease when compared to those that do not (bootstrapped t = 2.388; p<0.013 Figure 4c). This is likely to reflect the high metagene expression in Group 4 tumours where metastases are frequently observed. A subgroup specific analysis of available expression data which has associated survival information [35], however, showed that network activity correlates significantly with survival in SHH subgroup tumours (log-rank 8.03; p <0.005, Figure 4d), but not in other subgroups (data not shown).

### Microarray expression analysis of mutagenised tumours identifies *Igf2* as a key network associated gene

To identify specific genes whose expression might be altered by network mutations, we generated murine expression data using Illumina bead arrays (see Methods) from 30 SB induced tumours, 6 non-mutagenised tumours from *Ptch*+/- animals, and 6 normal cerebella. 

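RNA of 48 mice was measured on Illumina Mouse8 Reference arrays, with 1 array per animal: the 30 SB tumours, the 6 tumours of *Ptch*+/- mice without transposition (*Ptch*+/- controls), the 6 normal cerebella and, in the deposited series, 6 tumours of a further MB model that the labels call GTML. The labels name MYC as the predisposing gene of GTML, and the author contributions name a MYCN model. By the labels, 22 of the SB tumours had an insert in at least 1 network CIS gene (network tumours), 14 of them in *Nfia*, and 8 had none (non-network tumours). The SB tumours came from mice of 7 to 24 weeks (median 17), the *Ptch*+/- controls from mice of 10 to 28 weeks (median 17.5), GTML tumours from mice of 14 to 20 weeks and cerebella from mice of 6 to 7 weeks. The labels give the cerebella as *Ptch* wild type with transposon and transposase, and the *Ptch*+/- controls as carrying the transposon without transposase. SB tumours and *Ptch*+/- controls therefore differ from cerebella in age and *Ptch* genotype as well as in tissue. The *Ptch*+/- controls also differ from them in transposition. The deposited values are log2 signals of 25697 probes. The authors made them with RMA according to the submitters' processing notes, and the median of an array lay between 6.73 and 6.74. The background correction and detection calls are not given in the sources used here, so it is not known how far low signals lie above background. The precision is set by the number of arrays and by the spread between animals. Groups were compared on these values with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes. Table S5 pairs 8 of the probes with gene names, and the other 25689 are reported here by number or as counts. No array was a copy of another. The closest pair, network tumours 754 and 756, correlated at r = 0.995 across probes and differed by up to 1.03 on the log2 scale.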

We first validated the mutagenised murine model in terms of gene expression as follows: Four metagenes were generated from human tumour expression data using NMF (see Methods) to define the four MB biological subgroups. These metagenes were then projected across the mouse tumour data using all available orthologous probes (Figure 5a), and the subgroup identity of the mouse tumours was then tested with a Support Vector Machine (SVM) using the metagene scores for the human data as the training set and the mouse tumours as the test set. All human tumours were trained correctly with zero errors. The mouse SB tumours were also correctly predicted to be SHH tumours in 29/30 (96%) of cases (Figure 5b) and 6/6 (100%) of non-transposon PTCH MB controls, establishing that gene expression in SB induced mouse tumours is similar to expression in human SHH tumours.

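SB tumours and *Ptch*+/- controls departed from normal cerebellum over much of the array and in the same direction. *Lyz2*, the lysozyme of macrophages, *Loxl1*, an enzyme of the lysyl oxidase family, *Rnd3*, and *Hsd11b2*, which inactivates glucocorticoids, were higher in both kinds of tumour, and *Aqp4*, the water channel of astrocytes, was lower. The log2 fold changes against cerebellum were 2.35 for *Lyz2*, 2.31 for *Loxl1*, 1.86 for *Rnd3*, 1.48 for *Hsd11b2* and -1.63 for *Aqp4* in the 30 SB tumours, and 2.93, 1.44, 1.84, 1.27 and -1.99 in the 6 *Ptch*+/- controls. In cerebella *Lyz2* (6.78), *Rnd3* (6.78) and *Hsd11b2* (6.64) lay at about the median of the array, where a signal cannot be told from background without detection calls, so the sizes of these 3 increases are not exact. *Loxl1* (7.04) lay not far above the median in cerebella, so the size of its increase may not be exact either. The adjusted p from limma was at most 1.4e-04 for the SB tumours and 0.00193 for the controls. Most tumours of both kinds resembled each other more than they resembled GTML tumours or cerebellum.
Of the 25697 probes, 4394 were higher and 4887 lower in SB tumours than in cerebellum at an adjusted p under 0.05 from limma, and 1164 of these differed at least 2-fold. The largest increase was that of probe ILMN_2836654, with a mean of 13.62 in SB tumours and 8.28 in cerebella (log2 fold change 5.35, SE 0.44), and the largest decrease was that of ILMN_2438724 (log2 fold change -4.16, SE 0.63). In *Ptch*+/- controls 2906 probes were higher and 3317 lower than in cerebellum. Of these 6223 probes, 94.9% were also called in SB tumours, all in the same direction (2736 higher, 3172 lower and 0 opposite, where independent lists would share 497 and 631). The fold changes of the 2 comparisons correlated at r = 0.984 across probes, which are not independent replicates, with a covariance of 0.184. Both comparisons use the same cerebella, and 100 simulations without any effect gave a mean r of 0.646 and a covariance of 0.00466 from this alone. With the cerebella split between the comparisons, r was 0.952 or 0.942 and the covariance 0.181 or 0.180.
Against GTML tumours, 2858 probes were higher and 3400 lower in SB tumours. GTML is another mouse model, without transposition. Effects of strain or transgenes on these probes cannot be told apart from differences between the tumours. ILMN_1247683 was lower, at 6.66 in SB tumours and 11.94 in GTML tumours (adjusted p = 1.1e-48 from limma), and ILMN_2651010 higher, at 10.05 and 6.71 (adjusted p = 8.3e-08 from limma). The lower value of each lay at about the median of the array, so that no fold is given. *Rnd3* (2.84-fold), *Loxl1* (2.37-fold) and *Aqp4* (2.22-fold) were also higher in SB tumours than in GTML tumours, as was *Hsd11b2*, at 8.12 against 6.67, the latter again at about the array median. The fold of *Rnd3* may not be exact, since its mean in GTML tumours, 7.14, lay not far above that median. The call for *Loxl1* was lost without GTML tumour 22737 (adjusted p = 0.0530 from limma) and that for *Aqp4* without GTML tumour 11185 (adjusted p = 0.0580 from limma).
Across probes, the SB tumours correlated on average at r = 0.977 with the mean *Ptch*+/- control, 0.926 with the mean GTML tumour and 0.868 with the mean cerebellum. By the highest of the 3 correlations, 28 of 30 SB tumours and 5 of 6 *Ptch*+/- controls were nearest to the *Ptch*+/- controls and 0 to GTML tumours. SB tumours 421 and 386 and *Ptch*+/- control 159 were nearest to cerebellum. On a line drawn from the GTML mean at 0 to the cerebellum mean at 1, SB tumours lay at 0.309 ± 0.199 (SD, n = 30) and *Ptch*+/- controls at 0.327 ± 0.215 (SD, n = 6), while these 3 arrays lay at 0.993, 0.825 and 0.711. Human metagenes were not used here, so these values describe the mouse arrays among themselves.

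**Figure D1:**
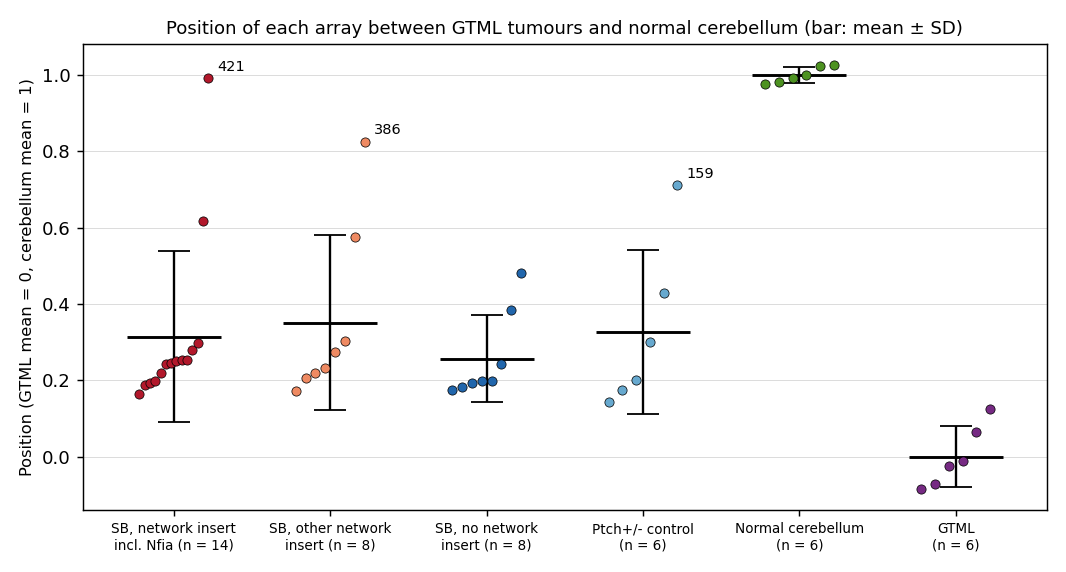
Position of each array, without unit, on the line from the mean GTML tumour (0) to the mean normal cerebellum (1), by group. Points are animals and bars show the mean ± SD; tumours 421, 386 and 159, at 0.993, 0.825 and 0.711, lie above the other SB tumours and *Ptch*+/- controls.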

**Figure 5:**
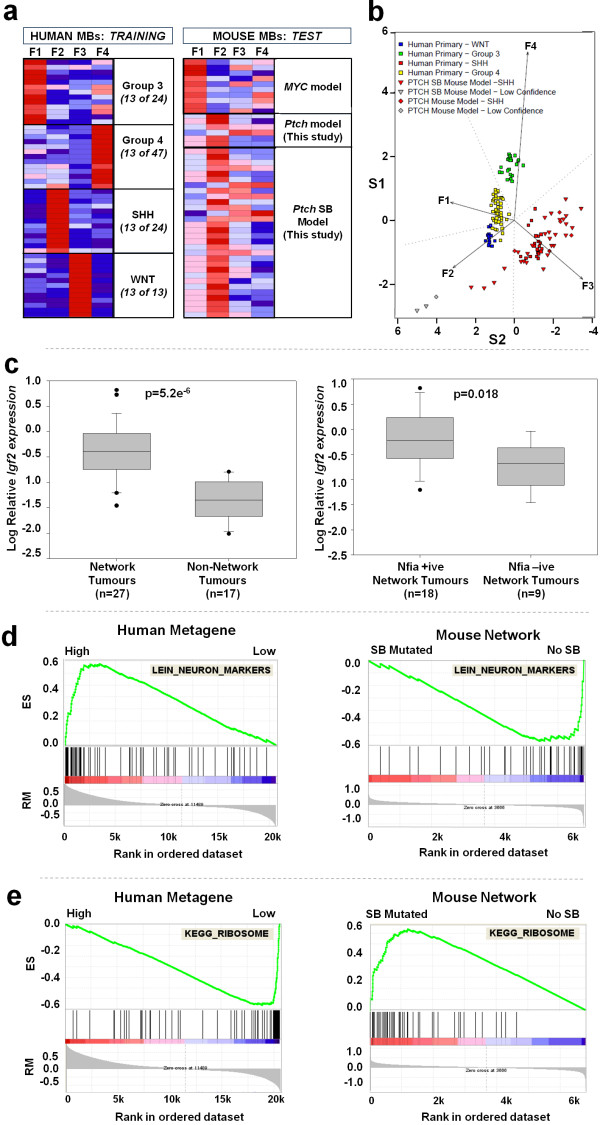
**Ptch**^**+/- **^**MBs are SHH subgroup tumours and *Igf2 *is a key network associated gene. a-b.** Projection of four sub-group specific metagenes derived from 108 human primary MB expression profiles (Training Set) onto MB mouse model expression profiles (Test Set) using Non-negative Matrix Factorisation (NMF). **a.** Heatmaps showing expression of metagenes across human tumours (training; left panel) and expression of metagenes across murine tumours (test; right panel). **b.** Pseudo-plot of NMF projections coloured according to confident MB sub-group classification of murine tumours using metagene expression values. This unsupervised analysis shows that the majority of *Ptch* mouse model samples recapitulate the expression profiles of primary SHH MB. **c.** Box and whisker plots showing relative *Igf2* expression assayed by Real Time PCR (for details, see Methods): Left Panel - tumours with inserts in 1 or more network CIS gene versus tumours with no inserts; Right Panel - *Igf2* expression in tumours with 1 or more insertions in *Nfia* versus all other tumours with inserts in at least 1 network CIS gene. Boxes represent the 25^th^ to 75^th^ percentile, with median values shown as solid lines. Whiskers represent 95^th^ percentile, and outliers are shown individually. **d-e.** GSEA plots for human tumours ranked by metagene score (left panels) and mouse tumours ranked by fold change of expression in tumours with network hits compared to predisposition control MBs not exposed to mutagenesis (right panels). ES-Enrichment Score, RM-Ranked list Metric. **d.** Lein_Neuron_Markers. Human NES=2.15 p<0.001, Mouse NES=-2.24 p<0.001. **e.** KEGG_Ribosome. Human NES=-3.00 p<0.001, Mouse NES=2.59 p<0.001.

We then looked for genes differentially expressed between tumours with hits in CIS network genes and tumours with no hits in these genes. This identified the Insulin-like growth factor 2 (*Igf2)* as the most differentially expressed gene with a mean fold change of 3.58 (p=0.002, Additional file 8: Table S5). 

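*Igf2*, an imprinted fetal growth factor, had a higher mean signal in network tumours than in non-network tumours, and no other probe on the array differed more between these groups. Its probe, ILMN_2597769, had a log2 signal of 10.76 ± 1.30 (SD, n = 22) in network tumours and 9.20 ± 1.56 (SD, n = 8) in non-network tumours, a 2.96-fold difference of mean log2 values. *Ptch*+/- controls lay near the non-network tumours at 9.53 ± 1.51 (SD, n = 6), normal cerebella near the network tumours at 10.38 ± 0.35 (SD, n = 6) and GTML tumours below all of these at 7.66 ± 0.40 (SD, n = 6). The groups overlapped: 20 of 22 network tumours were above the non-network median, 2 of 8 non-network tumours were above the network median, and 3 network tumours were above the highest non-network tumour.
For the log2 fold change of 1.57 (SE 0.55), a two-sided exact permutation test of the 22 against 8 tumours gave p = 0.0116. Since the study chose *Igf2* for this difference on the same 30 tumours, that p is not independent evidence. The difference does not pass the correction for all probes (adjusted p = 0.956 from limma). By p-value *Igf2* ranked 190 of 25697 probes, and by the size of the fold change it ranked 1. No probe passed an adjusted p under 0.05 between network and non-network tumours from limma (0 probes), and 1274 had an unadjusted p under 0.05, where chance gives 1285. By the methods' t-test 1242 probes had an unadjusted p under 0.05 and, after Benjamini-Hochberg adjustment, 0 passed. With the running number of the sample titles as a covariate the log2 fold change was 1.42, and with 6 parts of that number as a block it was 1.68. On the linear scale the ratio of the arithmetic means was 2.21 and the exact permutation test gave p = 0.0548. From the array comparison, the paper states that *Igf2* differs most between the groups, and it then measured *Igf2* by Real Time PCR in the SB tumours with available RNA to test the association with network insertions.

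**Figure D2:**
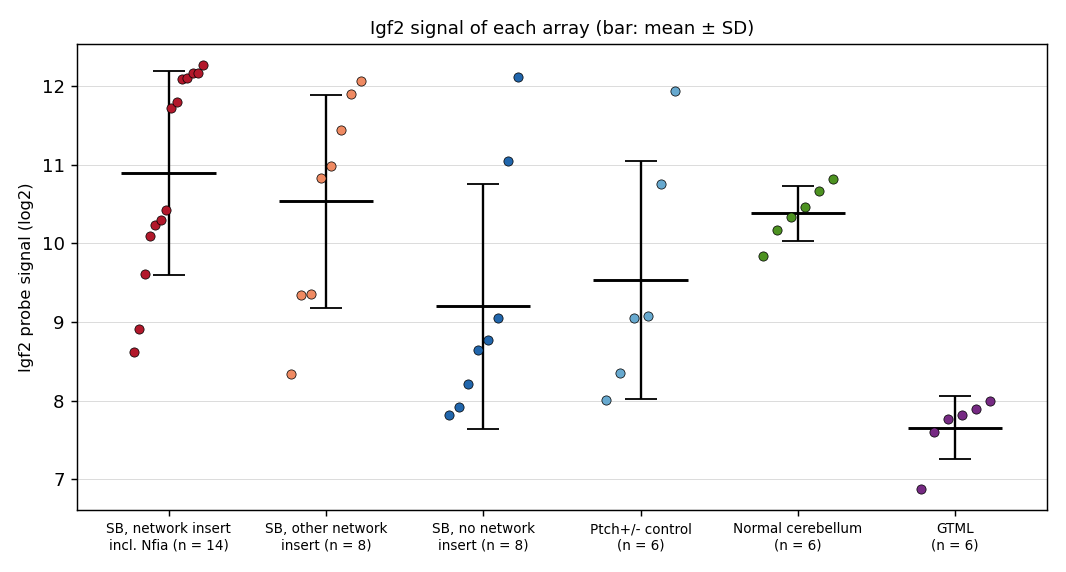
Log2 signal of the *Igf2* probe in each array, by group. Points are animals and bars show the mean ± SD; network tumours (10.76 ± 1.30) and non-network tumours (9.20 ± 1.56) overlap, and the 6 GTML tumours lie at 7.66 ± 0.40.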

To validate the association between network insertions and *Igf2* expression, we quantified *Igf2* expression in all of our SB-induced MB tumours for which RNA was available using Real Time PCR (See Methods). This confirmed that *Igf2* was expressed at a significantly higher level in tumours with one or more insertions in a network CIS gene, than in tumours with no insertion in a network CIS gene (p<0.0001, Figure 5c). Furthermore, we also established that tumours with hits in *Nfia*, the CIS gene most frequently affected by SB insertion, expressed *Igf2* at higher levels than network tumours with no insert in *Nfia* (Figure 5c).

### CIS related Network activity is associated with proliferation and reduced differentiation

Finally, to gain insight into biological processes which may be affected by the network, we also performed a Gene Set Enrichment Analysis (GSEA) which uses gene ranking to test for enrichment of predefined genesets [44]. This was performed both in mouse tumours (ranking genes by fold change of expression in SB-induced tumours with network hits compared to *Ptch+/-* MBs not exposed to mutagenesis) and in primary human MBs (ranking by association with metagene score).

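Between network tumours and *Ptch*+/- controls few single probes passed an adjusted p under 0.05 from limma. With 6 controls this does not show that the profiles are the same. A test of single probes can also miss small shifts shared by many genes. Among the named genes, *Loxl1* was at 9.46 ± 0.75 (SD, n = 22) in network tumours and 8.48 ± 0.68 (SD, n = 6) in *Ptch*+/- controls (log2 fold change 0.98, SE 0.33, adjusted p = 0.537 from limma). For *Igf2* the log2 fold change was 1.23 (SE 0.60), and a two-sided exact permutation test of 22 against 6 tumours gave p = 0.0614. Ranked by fold change, *Igf2* stood at 2 and *Loxl1* at 4 among the probes with a higher mean in network tumours. Neither passed the test over all probes. The unadjusted p of *Igf2* from limma, 0.0502, lay at the threshold and fell below it without *Ptch*+/- control 159 (log2 fold change 1.71, p = 0.00903, adjusted p = 0.452 from limma) or 104 (1.48, p = 0.0306, adjusted p = 0.536 from limma), and without network tumour 68 (p = 0.0491), 116 (0.0306), 224 (0.0403), 421 (0.0431), 457 (0.0344), 565 (0.0402) or 793 (0.0267), and rose most without *Ptch*+/- control 483 (log2 fold change 0.93, p = 0.158, adjusted p = 0.858 from limma). It also fell below 0.05 with all 48 arrays in the fit (0.0335), array weights (0.0261) and brighter probes only (0.0487). *Lyz2* was lower, at 8.94 ± 0.75 (SD, n = 22) against 9.70 ± 1.06 (SD, n = 6) in *Ptch*+/- controls (log2 fold change -0.77, adjusted p = 0.726 from limma), and stood at 12 among the probes with a lower mean. Its unadjusted p from limma, 0.0464, rose above 0.05 without *Ptch*+/- control 300 (0.173), 19 (0.109), 105 (0.103), 104 (0.0738) or 483 (0.0515) or network tumour 146 (0.0575), 224 (0.0527), 280 (0.0514), 386 (0.0585), 565 (0.0523), 580 (0.0559), 730 (0.0522), 751 (0.0549), 786 (0.0590) or 849 (0.0538), with age as a covariate (0.0746), by the methods' t-test (0.0529) and, among settings added after seeing the values, with the running number (0.0522) or 6 parts of it as a block (0.0862). It fell without *Ptch*+/- control 159, an array near cerebellum (log2 fold change -1.15, p = 0.00258, adjusted p = 0.331 from limma). The unnamed probe ILMN_2771237 passed, at 6.74 in network tumours, about the median of the array, and 6.95 in *Ptch*+/- controls (adjusted p = 0.0232 from limma), and no fold is given for it.
It was the only 1 of 25697 probes with an adjusted p under 0.05, and 1764 had an unadjusted p under 0.05, where chance gives 1285. The count rested on single arrays. It was 5 without *Ptch*+/- control 104 and 5 without 159, 2 without 300, and 0 from limma without 105 or without 19. With all 48 arrays in the fit it was 5, and with array weights 0. Position between GTML tumours and cerebellum was 0.328 ± 0.221 (SD, n = 22) in network tumours and 0.327 ± 0.215 (SD, n = 6) in *Ptch*+/- controls (two-sided exact permutation p = 0.939). Between non-network tumours and *Ptch*+/- controls 0 probes passed the threshold from limma, with 1178 at an unadjusted p under 0.05. By the methods' t-test 0 passed, with 1205 unadjusted. With 8 and 6 arrays this does not show that the profiles are the same, and the means of 12 probes differed at least 2-fold. Without *Ptch*+/- control 159 limma called 1 probe. The gene sets of the ranking were not analysed here, because the probes have no gene names in the sources used here.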

GSEA revealed a broad picture of increased cell proliferation and reduced differentiation associated with network hits in mice and low network metagene activity in human tumours (the concordant gene expression pattern), as demonstrated by significant enrichment of multiple genesets (see Additional file 9: Table S6). For instance, genesets indicative of neuronal differentiation, such as “Cahoy_Neuronal” and “Lein_Neuron_Markers”, are significantly enriched in human MBs with high metagene expression and in MBs from murine *PTCH* controls with no transposition (e.g. Figure 5d). A similar effect is seen for genesets describing genes containing CREB and cAMP responsive elements (e.g. Additional file 10: Figure S3A). In contrast, genesets denoting proliferation and elevated cell growth are significantly enriched in human MB with low network metagene activity and mouse *PTCH* MBs with CIS network hits. These include genesets linked to mitosis and cell cycle, MYC targets (Additional file 10: Figure S3B), and ribosome biogenesis (Figure 5e).

Consistent with increased *Igf2* expression in MBs from mice with network hits, enrichment of IGF-related genesets is also observed in human and mouse tumours; e.g. enrichment of Pacher_Targets_of_*IGF1*_and_*IGF2*_up in mouse tumours with network hits (Additional file 10: Figure S3C), and of Boudoukha_Bound_by_*IGF2BP2* in human tumours with a low Metagene score (Additional file 10: Figure S3D). In addition, the genesets Lee_Targets_of *PTCH1*_and_*SUFU “*_up” and “_dn”, indicative of SHH dependent murine tumorigenesis [45], show consistent differential enrichment; upregulated targets are enriched in mouse network tumours and human tumours with a low Metagene score (Additional file 10: Figure S3E), and downregulated targets are enriched in mouse tumours with no mutagenesis and human tumours with a high Metagene score (Additional file 10: Figure S3F). Collectively, the broad concordance of human and murine datasets indicates conservation of CIS mutational function across species, and substantiates the concerted action of CIS network genes as a tumourigenic process promoting cell proliferation and inhibiting neuronal differentiation.

## Discussion

We have shown that whole body SB mutagenesis of *Ptch*+/- mice significantly enhances MB frequency without affecting latency, and does not induce these tumours in wild type mice. The majority of candidate genes identified have either been implicated in neuronal development, differentiation and/or migration, have been linked to SHH signalling, or have been shown to be mutated in SHH subgroup tumours in humans. Furthermore, we found that one gene identified from our screen, *MYT1L*, is of prognostic value within a multivariate analysis of human MB survival data. These genes, therefore, warrant individual assessment as potential therapeutic targets and/or biomarkers for the improved stratification and treatment of medulloblastoma.

Notably, 7 of the genes (6 transcription factors/cofactors and 1 growth factor) show significant associations with each other within a novel MB expression network, implying a previously unidentified functional relationship which does not map to established canonical pathways. This network is enriched for transcriptional regulators and genes with neuronal ontologies, and links genes with roles in stem cell/neuron migration, neurite growth and neuronal cell cycle progression, to genes which encode structural and functional elements of mature neurons (See Additional file 11: Table S7 for known gene functions). This suggests that the network comprises transcription factors involved in the proliferation and differentiation of cGNPs, the cell of origin for SHH MB [7], and their targets. Interestingly, lineage commitment to cGNP identity is a pre-requisite for SHH tumour development [46,47].

The relationships identified here between murine network activity, metagene activity in human tumour subtypes, and individual CIS gene expression, are summarised in Figure 6. This highlights the variable network activity within SHH tumours and Group 3 tumours, and identifies CIS genes with similar, or wholly divergent, expression patterns relative to the metagene. Of these, *TGIF2* and *MYT1L* are of particular interest as they influence neuronal SHH expression and development, respectively: A conditional *Tgif1*/*Tgif2* double knock-out has recently been shown to reduce *Shh* expression in the developing brain and to recapitulate holoprosencephaly [a human condition caused by *SHH* and *TGIF1* mutations (OMIM# 142945 and 142946)], while the transcriptional repressor *MYT1L* can contribute to the re-programming of human fibroblasts into neurons [48,49]. As neither gene has been implicated in MB development to date, both are prime targets for further investigation.

**Figure 6:**
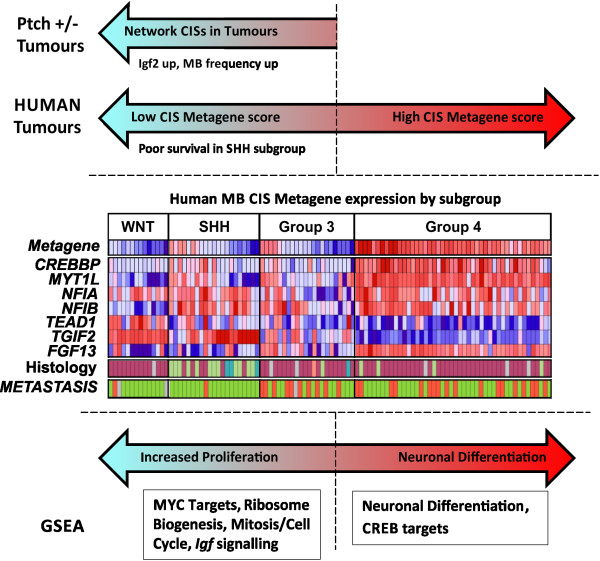
**Integrated summary of metagene expression, associated clinical features, and GSEA.** The schematic relationship between mouse and human tumours in terms of network genes is shown in the top panel. Expression heatmaps showing the network metagene and CIS genes in 108 MBs by subgroup [38,39], together with the incidence of metastatic disease, are shown in the middle panel. For all genes, data from the most highly expressed Affymetrix probe are shown. In the metastases track, red = presence, green = absence, grey = no data. In the histological subtype track, magenta = classic, green = desmoplasia, blue = LCA. A schematic of key processes relevant to tumour biology identified by GSEA is shown in the bottom panel. For details of GSEA, see text and Additional file 9: Table S6.

Importantly, network activity has clinical relevance, as high activity is associated with advanced disease in all tumours and low activity is associated with poor survival specifically in SHH subgroup tumours (Figure 6). These associations appear incongruous, but the former is likely due to the high incidence of metastases in Group 4 tumours where network activity is uniformly high. In contrast, the SHH subgroup-specific association with outcome may reflect clinically important variation in the developmental status of individual tumours, and highlights the potential utility of network activity as a prognostic biomarker for the prediction of outcome within the SHH subgroup.

The GSEA analysis in mouse and human tumours demonstrates very clearly a role for this network in inhibiting neuronal differentiation and promoting cell proliferation. Consistent with this, several common functional pathways were identified in both species of potential relevance to disease. Of these, the MYC and *IGF*-dependent signalling pathways are of particular interest, the latter having recently been highlighted in an independent SB screen [30]. Furthermore, our analysis of gene expression in SB mutagenized mouse tumours identified *Igf2* upregulation as a key output of SB-induced network perturbation. *Igf2* is already known to be required for MB development in the *Ptch*^+/-^ model as no tumours are observed in *Igf2* null; *Ptch*^+/-^ mice [50], over-expression of *Igf2* in *Ptch*^+/-^ mice increases the frequency of MBs generated by *Shh* transfection of cerebellar neural progenitors [51], and at the cellular level *Igf2* acts synergistically with *Shh* to increases murine cGNP cell proliferation 10 fold [52].

The results presented here suggest that network mutations converge to inhibit differentiation and upregulate *Igf2*. This extends the existing model of MB formation in SB mutagenised *Ptch*^+/-^ mice by identifying genes underpinning the upregulation of *Igf2* which leads to the persistence of *Ptch*^+/-^-induced cerebellar proliferative lesions and progression to MB [53]. Consistent with this model, several network CIS genes, or genes which they bind/modulate, have already been implicated in *Igf2* expression or activity, including *Tead1*[54], *Nfia* and *Nfib*[55,56], and *Crebbp*[57]. There is an unmet clinical need for the development of SHH pathway-independent targeted therapies for SHH subgroup tumours, particularly in view of the predicted acquired or intrinsic resistance to current SMO inhibitors [9,10]. The implication of insulin-dependent signalling in human and mouse SHH tumours strongly support its development as a therapeutic target for SHH subgroup tumours.

The application of SB mutagenesis to additional murine MB models [17,18] could identify genes relevant to other tumour subgroups. However, our results contrast sharply with a recent *Math1* driven tissue-restricted screen of a more penetrant *Ptch*^+/-^ model [30] where tumour latency was reduced from 8 to 2.5 months, a high frequency of metastases (80%) was observed, and divergent primary and metastatic insertional mutation signatures were defined. Notably, we did not observe metastases following whole-body mutagenesis in this study. These two models are, therefore, not directly comparable and suggest that penetrance of the tumour predisposition, and the power of the mutagen, are likely to determine the nature of genes identified in future screens.

Finally, this is the first time to our knowledge that mutagenesis data from a murine cancer model have been integrated with human expression networks to explore biological mechanisms of tumourigenesis. The identification of novel and biologically relevant candidate genes linked within a single expression network, the activity of which correlates with disease state and survival within the subgroup of tumours being modelled, illustrates the utility of this cross-species approach. Clarification of the interactions between network genes identified here, their roles in the pathways highlighted by our GSEA analysis, and establishment of their therapeutic relevance will, however, require extensive functional analyses of multiple genes both individually and in concert.

## Conclusions

Here, we have used SB mutagenesis to define a novel neuronal transcription factor network involved in medulloblastoma formation within the *Ptch*^+/-^ model, and provide evidence that disruption of this network upregulates *Igf2*, critical for proliferation of GNPs and tumour formation. Moreover, we have identified rational therapeutic targets for SHH subgroup tumours, alongside prognostic biomarkers for the identification of poor-risk SHH patients, supporting the further development of these findings as a basis for improved and individualised therapy. Our results also suggest that the integration of mutagenesis data and expression network analysis may help to unravel key events in other cancers which disrupt complex developmental programmes, for which murine models are available.

## Methods

### Mice strains

The following strains were used: *B6 Ptch1*^*tm1Mps*^/*J* mice [19]; CBA wild type (Charles River laboratories, Margate, UK); T2Onc line 76 [58] and SB11 Rosa26 [22]. All animal work adhered to UK Home Office guidelines and was performed under Project Licence PLL/60/3621. Animal numbers, together with tumour incidence in each genotype, are given in Additional file 1: Table S1.

### Sample processing, insertion site mapping and CIS identification

Tumours and other abnormal tissue identified upon post-mortem examination were collected for histological examination and DNA/RNA isolation. Insertion sites were identified using splinkerette PCR [21] coupled to GS-FLX amplicon sequencing [59] and sequence reads were mapped to the mouse genome (NCBI37/mm9) as described previously [60]. Common insertion sites (CISs) were identified using Gaussian kernel convolution (GKC) [23]. The raw p-value of each CIS peak was corrected for the total number of CIS peaks on the chromosome to which it maps, with a cut off of p<0.05. Monte Carlo simulation methods [24] were also used for comparative purposes.

### Illumina expression analysis and Real Time PCR

200 ng of each RNA was amplified and biotin labelled using the Illumina TotalPrep RNA amplification kit (Applied Biosystems, Foster City, CA. USA). cRNA size distribution was assessed using an Agilent Bioanalyser. Approximately 750 ng of each cRNA was hybridised to the Illumina Mouse8 Reference Array (Illumina, Essex, UK) according to the manufacturer’s recommended protocols by the Wellcome Trust Clinical Research Facility (Edinburgh, UK). Real Time PCR was performed using the 5’ nuclease assay on the ABI PRISM^™^ 7700 Sequence detector (Perkin-Elmer, Applied Biosystems, Foster City, CA, USA). Oligonucleotides were designed using Primer Express software (v3.0, PE Biosystems, Foster City, CA, USA), and were designed to span an intron to avoid amplification from genomic DNA. Mean Ct values were normalised against the average expression of the endogenous control gene β-Actin. Relative gene expression was calculated by the 2^-ΔΔCt^ method [61] using the control cerebellar RNA which showed the highest expression level as measured by the Illumina microarray data. For primer sequences see Additional file 7.

### Bioinformatic Analyses

Expression profiles comprising 119 Affymetrix HGU133p2 arrays were taken from published studies [38,39]. CEL files were processed using the Bioconductor RMA package [62]. The ARACNE network was constructed using the aracne2 standalone software package according to authors instructions [40]. Ontology analyses were performed using the Bingo 2.44 Cytoscape plug in [63], with Benjamini and Hochberg FDR-corrected hypergeometric tests and the whole annotation set as background. The topological arrangement of 7 network genes was significance tested by calculating the mean shortest path distance to the nearest connecting CIS gene and permuting 10,000 times with 7 randomly selected genes in order to create a null distribution.

GISTIC analyses [37] were performed using the module provided in Genepattern [64], with Affymetrix SNP Chip .CEL files [35,36] being processed using the Aroma package [65] and segmented using the CBS algorithm [66]. GSEA [44] was performed using the standalone package (http://www.broadinstitute.org/gsea/) and genesets were taken from the MsigDB library [67]. NMF (Non-Negative Matrix Factorisation) was performed using a script adapted from [68]. All other statistical tests were performed using R [69]. For further details of procedures and analyses, see Additional file 7.

## Availability of supporting data

Microarray gene expression data from this study have been deposited in the Gene Expression Omnibus as submission GSE43994. Insertion site data in the form of BED files are provided as Additional files 12 and 13.

## Competing interests

The authors declared that they have no competing interests.

## Authors’ contributions

MSJ, SCC, CPFR, and HP conceived the research. MŁ and MSJ performed all animal husbandry. MŁ, HAl-A, HHAl-B, HS and EM performed all molecular biological analysis of tumours apart from the GS-FLX sequencing which was performed by JC. CMB performed pathological analysis and classification of all tumours, ADB performed additional pathological review and classification of liver tumours. MS-K performed all murine survival analyses, LC provided MYCN model tumour DNAs, AGR and DJA performed all statistical analysis of transposon inserts, and DW performed all downstream bioinformatic analyses. MSJ, SCC and DW interpreted the data and wrote the manuscript with input from all authors. All authors approved the final version of the manuscript.

## Supplementary Material

Additional file 1: Table S1 A. Tumours in experimental and control cohorts. Median age of onset and range of onset is given for common tumour types. Genotypes: Experimental – *Ptch*+/-;SB11+/-;T2Onc+/-. Predisposition - *Ptch*+/-;T2Onc+/-. Transposition - SB11+/-;T2Onc+/-. ^1^Parenchymal brain lesions were consistent with gliomas and included one with pseudopalisading necrosis consistent with glioblastoma multiforme. ^2^Morphological and immunohistochemical analysis established that ~50% of haematological malignancies were precursor T-cell lymphoblastic lymphomas/leukaemias, ~5% were confirmed myeloid neoplasms, and the remainder were poorly differentiated haematological neoplasms, mostly of probable myeloid lineage. ^3^RMSs developed most frequently on the hindquarters and lower limbs. ^4^Adenomas showed mild dysplasia with frequent intralesional steatosis, although sufficient atypia and eosinophilic cytoplasmic inclusions were observed in 2 nodules to warrant classification as hepatocellular carcinoma. All but 2 were identified in animals where other malignancies were also present (4 RMS, 10 Haematological, 1 with RMS+Haematological, and 2 unclassified). All animals with liver adenomas were male, a highly significant bias (p<0.0001). ^5^Hydrocephalus has previously been reported in this model [19] B. Transposon Insertions by sample group. N – number of samples analysed. All inserts – total number of inserts after initial mapping and filtering. SSIs removed – Number of Same Site Inserts (present in same dinucleotide in different samples) removed. STIs removed – Number of Same Tumour Inserts (multiple inserts present in same CIS from same sample) removed. ^1^One tumour did not yield high quality DNA and could not be used for CIS identification. For details of filtering, see Additional file 7. Click here for file

Additional file 2: Figure S1 MB T2Onc insertions in *Tgif2*. A. Genomic organisation of *Tgif2* is shown with orientation and location of T2Onc insertions indicated, together with PCR amplicons from tumour genomic DNA using primers specific for T2Onc and Exon 2. An amplicon of the expected size is obtained from each tumour, confirming that all inserts defined by the GS-FLX sequencing are present. B. Identification of chimeric T2Onc/*Tgif2* transcripts. The schematic shows the relative position of primers within T2Onc and Exons 1 and 2 of *Tgif2*, together with PCR amplicons obtained from tumour cDNA templates. Top panel – primers E1 and E2. Tumours with inserts show reduced intensity of the expected E1-E2 transcript. Middle panel – primers SD to E2. Chimeric T2Onc/*Tgif2* transcripts are observed only in tumours with inserts. Bottom panel – *Gapdh* loading control. Approximate size of expected amplicons is shown in all cases. M – 100 bp ladder, C – no DNA controls. For primer sequences, see Additional file 7 and Keng et al. [27]. Click here for file

Additional file 3: Table S2 Multivariate analysis of human survival data. Models used the data from Cho Tsherniak et al. [35] and incorporated as variables their “high-risk clinical” factor (which incorporates multiple risk factors including the presence of metastases), and the presence of LCA pathology. WNT subgroup tumours were removed as they are known to have a distinct outcome. For *MYT1L*, low expression was retained as a significant multivariate factor (Relative Risk=2.8 p=0.019) alongside LCA (Relative Risk = 2.983 p=0.013). “Clinical Risk Group” was not significant in combination with Low *MYT1L* expression which was preferentially retained in a forward stepwise model. Likewise, for *PTEN*, low expression was significantly associated with increased risk of death (Relative Risk = 2.6 p = 0.031) independent of LCA pathology (Relative Risk = 3.6 p = 0.003). All models have 1 degree of freedom. Click here for file

Additional file 4: Figure S2 Combined data from Cho, Tsherniak et al. [35] and Northcott, Korshunov et al. [36] were analysed. A. Significant overrepresentation of chromosome 10 loss at the *PTEN* locus and B. significant overrepresentation of chromosome 9 and Chromosome 11 gain at the *NFIB* and *TMEM45B* loci respectively. Dotted lines indicate position of centromeres. Upper values in each panel are G-scores, lower values are q-values. C. SNP array data showing localised gain of *TMEM45B*. Approximate cytogenetic positions are given above the schematic, with Megabase position on chromosome 10 given below it. The region of gain, although small, includes additional genes with known roles in cancer (*ETS1*, *FLI1*) and neuronal development (*PRDM10*). Click here for file

Additional file 5: Table S3 Gene Expression in tumours versus normal cerebellum. Comparisons are shown between all tumours and normal cerebellum (left) and between SHH subgroup tumours only and normal cerebellum (right), using data from Cho, Tsherniak et al. [35]. Genes and associated Affymetrix probe IDs are shown. AveExpr - mean log2 expression levels, t – t test statistic, P.Value – Raw p-value, adj.P.Val – p-value adjusted for multiple tests. Click here for file

Additional file 6: Table S4 Cellular Component and Molecular Function Ontologies over-represented in Network. P-value correction was achieved using a Benjamini and Hochberg False Discovery rate of 0.05. Gene frequencies in the network list and genome are shown. Ontologies marked with an asterisk are not significantly enriched when CIS genes are excluded. Click here for file

Additional file 7 Additional details of sample processing, SB insertion site mapping, statistical analyses, and PCR primers. Click here for file

Additional file 8: Table S5 Expression differences in Network v Non-Network tumours. Genes showing the highest average fold change between tumours with 1 or more insert in a Network CIS and tumours with no network insertions are shown, together with Illumina Probe IDs. All p-values are Student t-tests with 28 degrees of freedom. Click here for file

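Beside *Igf2*, the table lists *Aqp4* and *Loxl1* with higher means in network tumours and *Kank1*, LOC100046457, *Hsd11b2*, *Lyz2* and *Rnd3* with lower means, and the array values have these directions for all 7. *Aqp4* was at 9.33 ± 0.69 (SD, n = 22) in network tumours and 8.53 ± 0.91 (SD, n = 8) in non-network tumours, a log2 fold change of 0.79 (exact permutation p = 0.0190). *Lyz2* was at 8.94 ± 0.75 and 9.66 ± 0.37 (log2 fold change -0.73, exact permutation p = 0.00245), *Rnd3* at 8.44 ± 0.84 and 9.19 ± 0.46 (log2 fold change -0.75, exact permutation p = 0.0153) and *Kank1*, a regulator of actin, at 7.91 ± 0.41 and 8.46 ± 0.45 (log2 fold change -0.55, exact permutation p = 0.00412). LOC100046457, a locus name that the reference of mouse genes used here does not hold, was at 8.12 ± 0.51 and 8.77 ± 0.47 (log2 fold change -0.65, exact permutation p = 0.00509). *Hsd11b2* (log2 fold change -0.53, exact permutation p = 0.0533) and *Loxl1* (0.39, exact permutation p = 0.249) did not reach a permutation p under 0.05.
The adjusted p over all probes from limma was 0.956 for each of the 7, and since the study chose these genes on the same 30 tumours, their differences are not independent evidence. Single tumours decided 3 of the calls at an unadjusted p under 0.05. Without non-network tumour 619 the log2 fold change of *Aqp4* was 0.60 (limma p = 0.0565), and without non-network tumour 835 that of *Loxl1* was 0.65 (limma p = 0.0368), against 0.24 without non-network tumour 833 (limma p = 0.471). *Hsd11b2* had a limma p of 0.0466, and between 0.0502 and 0.142 when any 1 of 16 tumours was left out: non-network tumours 286, 366, 619, 731 and 833 and network tumours 8, 116, 146, 349, 386, 421, 730, 754, 756, 786 and 849. The calls also depended on how the running number of the titles entered the fit, in settings added after seeing the values. With 6 parts of it as a block, *Lyz2* (log2 fold change -0.42, limma p = 0.151), *Rnd3* (-0.59, limma p = 0.115), *Hsd11b2* (-0.41, limma p = 0.0806) and *Aqp4* (0.75, limma p = 0.0532) were not under 0.05. *Loxl1* was then at 0.72 (limma p = 0.0634), and *Kank1* (-0.50, limma p = 0.0103) and LOC100046457 (-0.66, limma p = 0.00803) stayed under it. With the number as a covariate, *Lyz2* (limma p = 0.0195), *Rnd3* (0.0400), *Aqp4* (0.0264), *Kank1* (0.00655) and LOC100046457 (0.00614) all stayed under 0.05. *Loxl1* (limma p = 0.130) was above it. Network tumours 421 and 386, the SB arrays nearest to cerebellum, had low *Lyz2* (6.61 and 7.62) and *Rnd3* (6.79 and 6.82), and without them, also added after seeing the values, the log2 fold changes were -0.54 for *Lyz2* (limma p = 0.00495) and -0.58 for *Rnd3* (limma p = 0.0304). *Hsd11b2* was also above 0.05 with that number as a covariate (0.103), array weights (0.0723), age (0.0584), position (0.0736) or without the arrays nearest to cerebellum (0.0816), and by the methods' t-test (0.0527), whereas *Loxl1* was below it with position (0.0150) or without these arrays (0.0223). Of the 3 probes with the largest increases and the 5 with the largest decreases at an unadjusted p under 0.05, 5 are in the table.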

Additional file 9: Table S6 Network Enriched Genesets in primary human MBs and murine tumours. Significantly enriched genesets are shown separately or combined as an intersection between mouse and human results. Associated Nominal p-values corrected for multiple testing, and FDR q-values are also shown. The excel file contains several pages each referring to one of six MSigDb Libraries C1-C6 (see http://www.broadinstitute.org/gsea/msigdb/index.jsp). Human tumours were ranked by metagene score, mouse tumours were ranked by fold change of expression in tumours with network hits compared to predisposition control MBs not exposed to mutagenesis. For details, see Methods. Click here for file

Additional file 10: Figure S3 GSEA plots for human tumours ranked by metagene score (left panels) and mouse tumours ranked by fold change of expression in tumours with network hits compared to predisposition control MBs not exposed to mutagenesis (right panels). ES-Enrichment Score, RM-Ranked list Metric. A. Human NES=1.37 p=0.003; Mouse NES=-1.62 p=0.005. B. Human NES = -2.33, p<0.001; Mouse NES = 1.80, p<0.001. C. Human NES = 1.74, p=0.002; Mouse NES = -1.41, p=0.067. D. Human NES = 1.36, p=0.07; Mouse NES = -1.68, p<0.001. E. Human NES = -2.29, p<0.001; Mouse NES = 1.77, p = 0.002. F. Human NES = 2.19, p<0.001; Mouse NES= - 1.68, p=0.002. For details, see Additional file 9: Table S6. Click here for file

Additional file 11: Table S7 CIS and Network Genes with functions of potential relevance to MB. Genes implicated in neuronal structure, neuronal development, cell cycle, apoptosis or cancer are listed together with relevant citations. A. CIS genes. Network CISs are shown in bold. B. Other transcriptional regulators and neuronal genes in network (from Figure 3 and Additional file 6: Table S4). Click here for file

Additional file 12 SB inserts in medulloblastomas Bed file containing all SB insertion site information from all medulloblastomas analysed, mapped against the NCBI37/mm9 genome build. Click here for file

Additional file 13 SB inserts in controls Bed file containing all SB insertion site information from all control cerebellar samples analysed, mapped against the NCBI37/mm9 genome build. Click here for file

# Supplementary material for: Identification of a neuronal transcription factor network involved in medulloblastoma development
**Source:** Acta Neuropathol Commun. 2013 Jul 11;1:35. doi: 10.1186/2051-5960-1-35
**Supplement:** Additional file 1: Table S1 — A. Tumours in experimental and control cohorts. Median age of onset and range of onset is given for common tumour types. Genotypes: Experimental – Ptch+/-;SB11+/-;T2Onc+/-. Predisposition - Ptch+/-;T2Onc+/-. Transposition - SB11+/-;T2Onc+/-. 1Parenchymal brain lesions were consistent with gliomas and included one with pseudopalisading necrosis consistent with glioblastoma multiforme. 2Morphological and immunohistochemical analysis established that ~50% of haematological malignancies were precursor T-cell lymphoblastic lymphomas/leukaemias, ~5% were confirmed myeloid neoplasms, and the remainder were poorly differentiated haematological neoplasms, mostly of probable myeloid lineage. 3RMSs developed most frequently on the hindquarters and lower limbs. 4Adenomas showed mild dysplasia with frequent intralesional steatosis, although sufficient atypia and eosinophilic cytoplasmic inclusions were observed in 2 nodules to warrant classification as hepatocellular carcinoma. All but 2 were identified in animals where other malignancies were also present (4 RMS, 10 Haematological, 1 with RMS+Haematological, and 2 unclassified). All animals with liver adenomas were male, a highly significant bias (p<0.0001). 5Hydrocephalus has previously been reported in this model [19] B. Transposon Insertions by sample group. N – number of samples analysed. All inserts – total number of inserts after initial mapping and filtering. SSIs removed – Number of Same Site Inserts (present in same dinucleotide in different samples) removed. STIs removed – Number of Same Tumour Inserts (multiple inserts present in same CIS from same sample) removed. 1One tumour did not yield high quality DNA and could not be used for CIS identification. For details of filtering, see Additional file 7.

Supplementary Table S1

A. Tumours in experimental and control cohorts

	Genotype					
	Experimental		Predisposition		Transposition	
	N	Median<br>(range)	N	Median<br>(range)	N	Median<br>(range)
Cohort Number	243	-	95		120	-
Medulloblastoma	42	17.3 (7-27)	4	19 (15-28)	0	-
Other Brain ⁽¹⁾	5	29.2 (23-38)	0	-	4	19.5 (12-25)
Haematological ⁽²⁾	51	27.9 (8-52)	0	-	25	34 (13-54)
Rhabdomyosarcoma ⁽³⁾	33	21.3 (14-36)	29	25.5 (8-49)	0	-
Liver tumours ⁽⁴⁾	19	29 (20-45)	0		2	-
Other tumours	2	-	1	-	5	-
All tumours	152	-	34	-	36	-
Hydrocephalus ⁽⁵⁾	9	-	0	-	1	-

B. Transposon Insertions by sample group

Sample Groups	N	All Inserts	SSIs Removed	STIs Removed	Final inserts
Medulloblastoma ⁽¹⁾	41	8573	134	79	8360
Cerebellum Controls	31	4147	131	35	3981
	72	12720	265	114	12341

# Supplementary material for: Identification of a neuronal transcription factor network involved in medulloblastoma development
**Source:** Acta Neuropathol Commun. 2013 Jul 11;1:35. doi: 10.1186/2051-5960-1-35
**Supplement:** Additional file 3: Table S2 — Multivariate analysis of human survival data. Models used the data from Cho Tsherniak et al. [35] and incorporated as variables their “high-risk clinical” factor (which incorporates multiple risk factors including the presence of metastases), and the presence of LCA pathology. WNT subgroup tumours were removed as they are known to have a distinct outcome. For MYT1L, low expression was retained as a significant multivariate factor (Relative Risk=2.8 p=0.019) alongside LCA (Relative Risk = 2.983 p=0.013). “Clinical Risk Group” was not significant in combination with Low MYT1L expression which was preferentially retained in a forward stepwise model. Likewise, for PTEN, low expression was significantly associated with increased risk of death (Relative Risk = 2.6 p = 0.031) independent of LCA pathology (Relative Risk = 3.6 p = 0.003). All models have 1 degree of freedom.

Supplementary Table S2: Multivariate Analysis of human survival data.

MYT1L

	B	SE	Wald	p-val	Exp(B)
**Three variable**					
Low MYT1L Expr.	1.314	0.515	6.517	**0.011** *	0.269
LCA	0.62	0.694	0.799	0.372	1.859
Clinical Risk group	0.225	0.643	0.122	0.727	1.252
**Two variable (A)**					
Low MYT1L Expr.	1.039	0.444	5.486	**0.019** *	0.354
LCA	1.093	0.44	6.16	**0.013** *	2.983
**Two variable (B)**					
Low MYT1L Expr.	1.344	0.512	6.893	**0.009** *	0.261
Clinical Risk group	0.611	0.426	2.06	0.151	1.843
**Single Variable**					
Low MYT1L Expr.	1.173	0.435	7.253	**0.007** **	0.31
LCA	1.295	0.434	8.884	**0.003** **	3.651
Clinical Risk group	0.826	0.421	3.845	0.05	2.283

*p<0.05   **p<0.01

PTEN

	B	SE	Wald	p-val	Exp(B)
**Three variable**					
Low PTEN Expr.	-0.173	0.647	0.072	0.789	1.189
LCA	0.965	0.698	1.91	0.167	2.625
Clinical Risk group	-0.745	0.459	2.634	0.105	0.475
**Two variable (A)**					
Low PTEN Expr.	0.954	0.443	4.63	**0.031** *	0.385
LCA	1.296	0.435	8.87	**0.003** **	3.654
**Two variable (B)**					
Low PTEN Expr.	0.644	0.457	1.99	0.158	0.525
Clinical Risk group	0.75	0.424	3.137	0.077	2.118
**Single Variable**					
Low PTEN Expr.	0.953	0.443	4.633	**0.031** *	0.385
LCA	1.295	0.434	8.884	**0.003** **	3.651
Clinical Risk group	0.826	0.421	3.845	0.05	2.283

# Supplementary material for: Identification of a neuronal transcription factor network involved in medulloblastoma development
**Source:** Acta Neuropathol Commun. 2013 Jul 11;1:35. doi: 10.1186/2051-5960-1-35
**Supplement:** Additional file 5: Table S3 — Gene Expression in tumours versus normal cerebellum. Comparisons are shown between all tumours and normal cerebellum (left) and between SHH subgroup tumours only and normal cerebellum (right), using data from Cho, Tsherniak et al. [35]. Genes and associated Affymetrix probe IDs are shown. AveExpr - mean log2 expression levels, t – t test statistic, P.Value – Raw p-value, adj.P.Val – p-value adjusted for multiple tests.

Supplementary Table S3

Gene	Affymetrix ID	All Tumours v Cerebellum					SHH Tumours v Cerebellum				
		AveExpr	t	P.Value	adj.P.Val	sig	AveExpr	t	P.Value	adj.P.Val	sig
<i>ANKRD5</i>	220144_s_at	3.194	1.120	0.264	0.444		3.232	1.290	0.202	0.340	
<i>ATXN2</i>	202622_s_at	8.094	-1.558	0.121	0.247		7.932	-3.982	<0.001	0.001	***
<i>CREBBP</i>	202160_at	10.170	4.394	<0.001	<0.001	***	10.020	4.697	<0.001	<0.001	***
<i>DSCR3</i>	203635_at	5.112	1.136	0.257	0.436		5.278	2.033	0.046	0.099	
<i>FGF13</i>	205110_s_at	7.449	3.842	<0.001	0.001	***	5.496	2.305	0.025	0.057	
<i>ITGBL1</i>	214927_at	5.849	-0.624	0.533	0.684		7.958	2.309	0.024	0.057	
<i>MYT1L</i>	210016_at	10.920	-1.791	0.075	0.168		9.940	-4.042	<0.001	0.001	***
<i>NFIB</i>	209290_s_at	13.709	3.923	<0.001	0.001	***	13.746	10.487	<0.001	<0.001	***
<i>PTEN</i>	211711_s_at	8.112	2.852	0.005	0.016	*	8.108	2.761	0.008	0.020	*
<i>SFI1</i>	36545_s_at	5.852	-4.662	<0.001	<0.001	***	6.289	-3.973	<0.001	0.001	***
<i>SLIT3</i>	203813_s_at	2.738	-11.073	<0.001	<0.001	***	2.913	-13.295	<0.001	<0.001	***
<i>TEAD1</i>	214600_at	6.151	2.918	0.004	0.013	*	6.510	6.657	<0.001	<0.001	***
<i>TGIF2</i>	216262_s_at	4.614	4.179	<0.001	<0.001	***	5.989	13.738	<0.001	<0.001	***

*p<0.05   **p<0.01   ***p<0.001

# Supplementary material for: Identification of a neuronal transcription factor network involved in medulloblastoma development
**Source:** Acta Neuropathol Commun. 2013 Jul 11;1:35. doi: 10.1186/2051-5960-1-35
**Supplement:** Additional file 7 — Additional details of sample processing, SB insertion site mapping, statistical analyses, and PCR primers.

Identification of a neuronal transcription factor network involved in medulloblastoma development

Supplementary Methods

Murine crosses and husbandry

To minimise effects of genetic background, all transgenic lines were first backcrossed to CBA for 3 generations. *Ptch*^{+/-};T2Onc^{+/-} double transgenic females were then crossed to *SB11*^{+/-} females to generate both triple transgenic experimental, and double transgenic control, genotypes. *Ptch*^{+/-};T2Onc^{+/-} animals were also crossed to *SB11*^{+/-} transgenic animals to increase the recovery of triple transgenics. Animals were monitored a minimum of 3 times per week, and humanely culled at the first sign of disease, with the exception of animals with slow growing rhabdomyosarcomas (RMSs) which were euthanized only when additional signs of disease presented or when the tumour impaired movement.

Sample processing

Tumours and other abnormal tissue identified upon post mortem were divided into two equal sections, one snap frozen for DNA/RNA isolation, the other fixed in 10% neutral buffered formalin at room temperature for 24-48 hours before being transferred to 70% ethanol and processed to paraffin blocks. For microscopic examination, 5µm sections were stained with haematoxylin and eosin (H&E). DNA was isolated using a Qiagen Bio Robot EZ1 machine (Qiagen, Hilden, Germany) following digestion with proteinase K, quantified using the NanoDrop ND-1000 spectrophotometer (NanoDrop, Rockland, DE), and molecular weight was assessed by electrophoresis. All RNAs were isolated using the Qiagen RNeasy mini kit, with the exception of brain tissue which was isolated using the Qiagen RNeasy Lipid Tissue mini kit (Qiagen Hilden, Germany). The quantity and quality of all RNAs were assessed using the Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA). All RNAs used had an RNA Integrity Number (RIN) of 8.0 or above, with the exceptions of MB524 (7.7) and MB244 (6.7).

Insertion sites within 41 MBs were analysed, each from independent animals. To control for potential transposon or tissue-specific insertion site preferences of the *T2Onc* element, 31 cerebella samples from 5-7 week old transposition control animals were also analysed. Insertion sites within tumour and control tissues were amplified using splinkerette PCR directed to both termini of the *T2Onc* transposon as previously described (Collier, Carlson et al. 2005) except that barcoded GS-FLX sequencing primers were introduced during the 2nd PCR (Uren, Mikkers et al. 2009). Samples were then pooled and sequenced using either the GS-FLX LR70 or Titanium (XLR70) protocols (Roche, Basel, Switzerland). A total of 3 LR70 and 5 Titanium runs were performed according to manufacturer's recommendations by NewGene (Newcastle upon Tyne, UK), with a maximum of 48 samples per LR70 lane, and 120 samples per Titanium lane.

Insertion site mapping and statistical analysis.

Sequence reads were filtered and mapped to the mouse genome (NCBI37/mm9) to define insertion sites as described previously (March, Rust et al. 2011). Common insertion sites (CISs) were identified using Gaussian kernel convolution (GKC) as this method allows CISs identified at different scales (kernel widths) to be compared (de Ridder, Uren et al. 2006). The raw p-value of each CIS peak was corrected for the total number of CIS peaks on the chromosome to which it maps, with a cut off of $p < 0.05$. Monte Carlo simulation methods (Starr, Allaei et al. 2009) were also used for comparative purposes. To exclude local hopping events from the *T2Onc* transgenic array which maps to chromosome 1 (Collier, Carlson et al. 2005) CISs on this chromosome were not analysed. Due to the high incidence of SB-induced haematological disease, MB and adenoma CISs which were also identified as CISs within haematological tumours are not presented unless otherwise stated.

A small number of CISs in all datasets included two or more insertions into the same dinucleotide in independent tumours. To safeguard against possible low level PCR contamination (Starr, Allaei et al. 2009) each insertion site was counted only once for CIS analysis, the tumour with the highest number of reads being arbitrarily scored as +ve for the insert. In addition, a small number of CISs in both experimental and control datasets were dominated by multiple insertions from a single sample. Each CIS exhibiting this pattern was observed in only one dataset, suggesting that the deep sequencing approach was detecting multiple secondary local hopping events. An example is shown below.

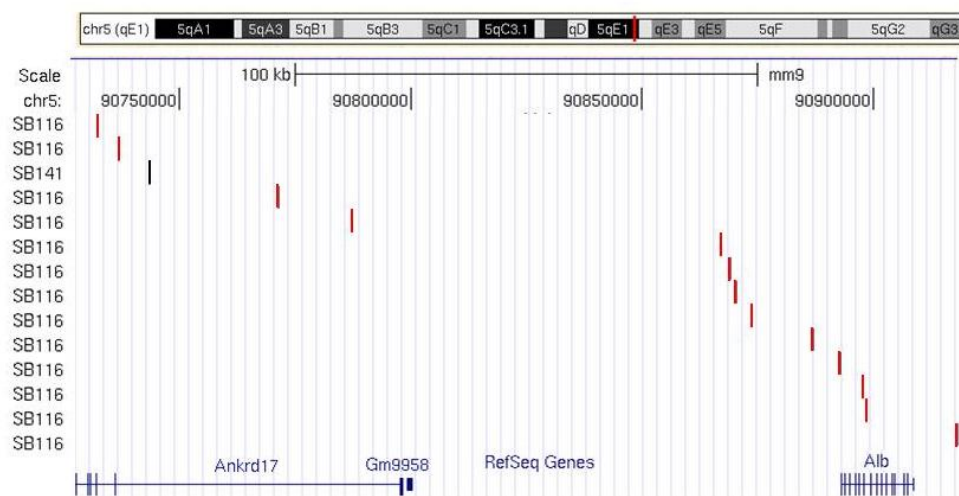

Example of CIS dominated by inserts within a single tumour. Image adapted from UCSC browser showing T2Onc insert positions within a CIS from Cerebellum Controls. Of the 14 inserts, 13 are from a single tumour (SB116 – inserts in red).

To minimise the impact of this phenomenon on CIS calling, a maximum of two inserts per sample within a 15kb kernel width were included in any CIS, and CISs with 50% or more insertions derived from a single sample or defined by less than three samples were excluded from further analyses.

Details of bioinformatic analyses

ARACNE (<http://wiki.c2b2.columbia.edu/califanolab/index.php/Software/ARACNE>) analysis was performed with adaptive partitioning, an initial p-value cutoff of 1e-7, and a Data Processing Inequality of 0.01. The network was further refined by 100 bootstrap replicates at a significance cutoff of 1e-8. The expression results were filtered so that only genes expressed in >10% of individuals, and which varied three fold with an absolute difference of 500 intensity units from highest to lowest expressing individuals after excluding outliers, were included in the analysis.

Metagene analysis was performed using the average scaled, centred expression of each network gene. Gene expression was signed according to the correlation matrix of the 7 genes in order to best reflect the inferred mechanism of action of the CIS and best preserve a concerted direction to the metagene score. Consequently the sign of the log expression of two genes (*TEAD1* and *TGIF2*) was reversed such that they ultimately negatively correlated with metagene expression. For NMF, metagenes describing all four MB subgroups were derived from primary human tumour profiles. These were then projected onto the mouse arrays mapping by ortholog and used as the basis of support vector machine (SVM) classification, whereby the learning machine was trained on Human primary tumours and tested on Mouse primary tumours. For GSEA, genes were pre-ranked in primary human MBs according to correlation with the network metagene score, and in murine MBs by fold change of expression in SB-induced tumours with network hits compared to *Ptch*+/- control MBs not exposed to mutagenesis.

PCR primers

PCR primers used for insert validation were as follows: *Tgif2_X1_F* GTGTCAGACCCGGCAGGTAC, *Tgif2_X2_R* TTCTCCTGCTCTGAGGGGTA, SD+F AACGCCCCGCGAGGAT. All SB and T2Onc primers are from Keng et al. (2009). Real Time PCR primers and probes used were as follows: *Igf2*; For-CGGACTGTCTCCAGGTGTC, Rev-GTCCGAGAGGGACGTGTCTA, used at a concentration of 300nM, Probe-GGAAGAACTTGCCACG GGG. β -Actin; For-GGTCATCACTATTGGCAACG, Rev-ACGGATGTCAACGTCACACT, used at a concentration of, Probe-AGCGGTTCCGATGCCCTGAG. *Gapdh*; For-AGCGAGACCCCACTAACATC, Rev-GGAGATGATGACCCTTTTGG, used at a concentration of 300nM, Probe-ACCACCATGGAGAAGGCCGG.

# Supplementary material for: Identification of a neuronal transcription factor network involved in medulloblastoma development
**Source:** Acta Neuropathol Commun. 2013 Jul 11;1:35. doi: 10.1186/2051-5960-1-35
**Supplement:** Additional file 8: Table S5 — Expression differences in Network v Non-Network tumours. Genes showing the highest average fold change between tumours with 1 or more insert in a Network CIS and tumours with no network insertions are shown, together with Illumina Probe IDs. All p-values are Student t-tests with 28 degrees of freedom.

Supplementary Table S5

Gene Expression Difference between Tumours with and without Network Hits

**Illumina PROBE_ID**	**GENE**	**Mean Fold Change in Expression : Network<br>vs non-Network**	**p-value**
ILMN_2597769	<i>Igf2</i>	3.58	0.002
ILMN_1255871	<i>Loxl1</i>	1.64	0.029
ILMN_2757232	<i>Aqp4</i>	1.64	0.037
ILMN_1242456	<i>Kank1</i>	0.66	0.002
ILMN_2642012	<i>LOC100046457</i>	0.65	0.007
ILMN_2731265	<i>Hsd11b2</i>	0.65	0.026
ILMN_1252076	<i>Lyz2</i>	0.64	0.040
ILMN_1230157	<i>Rnd3</i>	0.61	0.038

# Supplementary material for: Identification of a neuronal transcription factor network involved in medulloblastoma development
**Source:** Acta Neuropathol Commun. 2013 Jul 11;1:35. doi: 10.1186/2051-5960-1-35
**Supplement:** Additional file 11: Table S7 — CIS and Network Genes with functions of potential relevance to MB. Genes implicated in neuronal structure, neuronal development, cell cycle, apoptosis or cancer are listed together with relevant citations. A. CIS genes. Network CISs are shown in bold. B. Other transcriptional regulators and neuronal genes in network (from Figure 3 and Additional file 6: Table S4).

Supplementary Table S7. CIS and Network gene functions of potential relevance to MB.

**A**	**Gene**	**CIS P value**	**Gene Function/Activity of potential relevance to MB**
	**NFIA**	<1E-14	Initiates neuronal differentiation, represses self renewal genes [1], modulates <i>Igfbp5</i> transcription [2].
	**ATXN2**	<1E-14	Defects in <i>Atxn2</i> cause spinocerebellar ataxia type 2 [3].
	**TEAD1**	3.9E-14	Transactivates the effector of the Hippo pathway <i>YAP</i> [4] which is amplified in some SHH MBs [5] and activates <i>Akt</i> through <i>IGF2</i> [6].
	**TGIF2**	0.0006	Transcriptional repressor [7] and paralog of the neuronal developmental regulator <i>TGIF</i> [8], loss of <i>TGIFs</i> disrupt SSH signalling [9].
	**CREBBP**	0.0009	Somatically mutated in MB [10], co-activates <i>EGR1</i> which induces <i>IGF2</i> expression [11].
	**DSCR3**	0.0009	-
	**PTEN**	0.0046	Somatically mutated in MB [10], promotes MB formation in <i>SmoA1</i> +/- model [12], modulates proliferative response to <i>IGF2</i> [13].
	**ITGBL1**	0.0062	-
	**NFIB**	0.0071	Required for brain development [14], modulates <i>Igfbp5</i> transcription [2].
	**MYT1L**	0.0089	Pan-neural Transcription Factor [15], enhances neuronal reprogramming <i>in vitro</i> [16, 17].
	**ANKRD5**	0.0092	-
	**SLIT3**	0.012	Represses neurite outgrowth [18], Expression in brain patterned by SHH [19], tumour suppressor activity [20].
	**TMEM45B**	0.019	-
	**SFI1**	0.021	Implicated in G2/M transition [21].
	**FGF13**	0.026	Regulates neuronal migration [22].
	**L3MBTL4**	0.043	Transcriptional repressor, mutated in breast cancer [23].
	**ADCY5**	0.044	-
**B**	**Gene**	**Gene Function/Activity of potential relevance to MB**	
	**PPM1A**	Role in neuroblast migration [24].	
	**MYCBP2**	Promotes axon guidance/development [25].	
	**GPHN**	Neuron assembly protein [26].	
	**NBEA**	Implicated in synapse formation [27].	
	**GRIA2**	Glutamate receptor [28].	
	**ANKS1B**	Implicated in neurite growth [29].	
	**DCX**	Promotes neuronal progenitor cell migration [30].	
	**NSF**	Regulates <i>GABA</i> receptor trafficking [31].	
	**ERBB4**	Role in pro-differentiation signalling in Cerebellar Granule Neurons [32].	
	**CDK5R1**	Neuronal <i>CDK5</i> activator [33], involved in neuronal migration [34] and suppression of neuronal cell cycle [35].	
	**GABBR2**	<i>GABA</i> receptor [36].	
	**NEUROD2**	Induces neuronal transcription [37].	
	**PCLO**	Pre-synaptic matrix protein [38].	
	**MAP2**	Differentiation marker, affects dendrite shape [39]	
	**DLG1**	Interacts with <i>PTEN</i> to negatively regulate myelination [40].	
	**EBF1**	Neuronal transcription factor, role in retina development [41].	
	**KLF12**	-	
	**ZBTB38**	Caspase 3 substrate, negatively regulates apoptosis [42]	
	**TEAD2**	Transactivates the effector of the Hippo pathway <i>YAP</i> to promote cell growth [4].	
	**TCF3**	Retards neural stem cell differentiation [43].	
	**CKLF**	Induces neuronal migration [44].	
	**CREB3L2**	-	
	**TFDP2**	Transcription factor, modulates cell cycle gene expression [45].	

1. Piper, M., et al., *NFIA controls telencephalic progenitor cell differentiation through repression of the Notch effector Hes1*. J Neurosci, 2010. **30**(27): p. 9127-39.
2. Perez-Casellas, L.A., et al., *Nuclear factor I transcription factors regulate IGF binding protein 5 gene transcription in human osteoblasts*. Biochim Biophys Acta, 2009. **1789**(2): p. 78-87.
3. Verbeek, D.S. and B.P. van de Warrenburg, *Genetics of the dominant ataxias*. Semin Neurol, 2011. **31**(5): p. 461-9.
4. Chen, L., P.G. Loh, and H. Song, *Structural and functional insights into the TEAD-YAP complex in the Hippo signaling pathway*. Protein Cell, 2010. **1**(12): p. 1073-83.
5. Fernandez, L.A., et al., *YAP1 is amplified and up-regulated in hedgehog-associated medulloblastomas and mediates Sonic hedgehog-driven neural precursor proliferation*. Genes Dev, 2009. **23**(23): p. 2729-41.
6. Fernandez, L.A., et al., *Oncogenic YAP promotes radioresistance and genomic instability in medulloblastoma through IGF2-mediated Akt activation*. Oncogene, 2012. **31**(15): p. 1923-37.
7. Melhuish, T.A., C.M. Gallo, and D. Wotton, *TGIF2 interacts with histone deacetylase 1 and represses transcription*. J Biol Chem, 2001. **276**(34): p. 32109-14.
8. Reich, M., et al., *GenePattern 2.0*. Nat Genet, 2006. **38**(5): p. 500-1.
9. Taniguchi, K., et al., *Loss of Tgif function causes holoprosencephaly by disrupting the SHH signaling pathway*. PLoS Genet, 2012. **8**(2): p. e1002524.
10. Robinson, G., et al., *Novel mutations target distinct subgroups of medulloblastoma*. Nature, 2012.
11. Svaren, J., et al., *EGR1 target genes in prostate carcinoma cells identified by microarray analysis*. J Biol Chem, 2000. **275**(49): p. 38524-31.
12. Castellino, R.C., et al., *Heterozygosity for Pten promotes tumorigenesis in a mouse model of medulloblastoma*. PLoS One, 2010. **5**(5): p. e10849.
13. Church, D.N., et al., *Igf2 ligand dependency of Pten(+/-) developmental and tumour phenotypes in the mouse*. Oncogene, 2011.
14. Steele-Perkins, G., et al., *The transcription factor gene Nfib is essential for both lung maturation and brain development*. Mol Cell Biol, 2005. **25**(2): p. 685-98.
15. Romm, E., et al., *Myt1 family recruits histone deacetylase to regulate neural transcription*. J Neurochem, 2005. **93**(6): p. 1444-53.
16. Pang, Z.P., et al., *Induction of human neuronal cells by defined transcription factors*. Nature, 2011. **476**(7359): p. 220-3.
17. Ambasudhan, R., et al., *Direct reprogramming of adult human fibroblasts to functional neurons under defined conditions*. Cell Stem Cell, 2011. **9**(2): p. 113-8.
18. Lin, L. and O. Isacson, *Axonal growth regulation of fetal and embryonic stem cell-derived dopaminergic neurons by Netrin-1 and Slits*. Stem Cells, 2006. **24**(11): p. 2504-13.
19. Barresi, M.J., et al., *Hedgehog regulated Slit expression determines commissure and glial cell position in the zebrafish forebrain*. Development, 2005. **132**(16): p. 3643-56.
20. Marlow, R., et al., *SLITs suppress tumor growth in vivo by silencing Sdf1/Cxcr4 within breast epithelium*. Cancer Res, 2008. **68**(19): p. 7819-27.
21. Ma, P., et al., *Deletion of SFII, a novel suppressor of partial Ras-cAMP pathway deficiency in the yeast Saccharomyces cerevisiae, causes G(2) arrest*. Yeast, 1999. **15**(11): p. 1097-109.
22. Wu, Q.F., et al., *Fibroblast growth factor 13 is a microtubule-stabilizing protein regulating neuronal polarization and migration*. Cell, 2012. **149**(7): p. 1549-64.
23. Addou-Klouche, L., et al., *Loss, mutation and deregulation of L3MBTL4 in breast cancers*. Mol Cancer, 2010. **9**: p. 213.
24. Khodosevich, K., P.H. Seeburg, and H. Monyer, *Major signaling pathways in migrating neuroblasts*. Front Mol Neurosci, 2009. **2**: p. 7.
25. Po, M.D., C. Hwang, and M. Zhen, *PHRs: bridging axon guidance, outgrowth and synapse development*. Curr Opin Neurobiol, 2010. **20**(1): p. 100-7.
26. Tretter, V., et al., *Gephyrin, the enigmatic organizer at GABAergic synapses*. Front Cell Neurosci, 2012. **6**: p. 23.

27. Medrihan, L., et al., *Neurobeachin, a protein implicated in membrane protein traffic and autism, is required for the formation and functioning of central synapses*. J Physiol, 2009. **587**(Pt 21): p. 5095-106.
28. Liu, Y., et al., *A single fear-inducing stimulus induces a transcription-dependent switch in synaptic AMPAR phenotype*. Nat Neurosci, 2010. **13**(2): p. 223-31.
29. Shin, J., et al., *Identification of phosphotyrosine binding domain-containing proteins as novel downstream targets of the EphA8 signaling function*. Mol Cell Biol, 2007. **27**(23): p. 8113-26.
30. Toriyama, M., et al., *Phosphorylation of doublecortin by protein kinase A orchestrates microtubule and actin dynamics to promote neuronal progenitor cell migration*. J Biol Chem, 2012. **287**(16): p. 12691-702.
31. Chou, W.H., et al., *GABAA receptor trafficking is regulated by protein kinase C(epsilon) and the N-ethylmaleimide-sensitive factor*. J Neurosci, 2010. **30**(42): p. 13955-65.
32. Xie, F., M. Padival, and R.E. Siegel, *Association of PSD-95 with ErbB4 facilitates neuregulin signaling in cerebellar granule neurons in culture*. J Neurochem, 2007. **100**(1): p. 62-72.
33. Tang, D., et al., *An isoform of the neuronal cyclin-dependent kinase 5 (Cdk5) activator*. J Biol Chem, 1995. **270**(45): p. 26897-903.
34. Moncini, S., et al., *The role of miR-103 and miR-107 in regulation of CDK5R1 expression and in cellular migration*. PLoS One, 2011. **6**(5): p. e20038.
35. Zhang, J., et al., *Cdk5 suppresses the neuronal cell cycle by disrupting the E2F1-DP1 complex*. J Neurosci, 2010. **30**(15): p. 5219-28.
36. Chung, S.H., C.T. Kim, and R. Hawkes, *Compartmentation of GABA B receptor2 expression in the mouse cerebellar cortex*. Cerebellum, 2008. **7**(3): p. 295-303.
37. Ravanpay, A.C., S.J. Hansen, and J.M. Olson, *Transcriptional inhibition of REST by NeuroD2 during neuronal differentiation*. Mol Cell Neurosci, 2010. **44**(2): p. 178-89.
38. Fenster, S.D., et al., *Piccolo, a presynaptic zinc finger protein structurally related to bassoon*. Neuron, 2000. **25**(1): p. 203-14.
39. Bjorkblom, B., et al., *Constitutively active cytoplasmic c-Jun N-terminal kinase 1 is a dominant regulator of dendritic architecture: role of microtubule-associated protein 2 as an effector*. J Neurosci, 2005. **25**(27): p. 6350-61.
40. Cotter, L., et al., *Dlg1-PTEN interaction regulates myelin thickness to prevent damaging peripheral nerve overmyelination*. Science, 2010. **328**(5984): p. 1415-8.
41. Jin, K., et al., *Early B-cell factors are required for specifying multiple retinal cell types and subtypes from postmitotic precursors*. J Neurosci, 2010. **30**(36): p. 11902-16.
42. Oikawa, Y., et al., *Down-regulation of CIBZ, a novel substrate of caspase-3, induces apoptosis*. J Biol Chem, 2008. **283**(21): p. 14242-7.
43. Ohtsuka, T., et al., *Gene expression profiling of neural stem cells and identification of regulators of neural differentiation during cortical development*. Stem Cells, 2011. **29**(11): p. 1817-28.
44. Wang, Z.Z., et al., *Chemokine-like factor 1, a novel cytokine, induces nerve cell migration through the non-extracellular Ca²⁺-dependent tyrosine kinases pathway*. Brain Res, 2010. **1308**: p. 24-34.
45. Zheng, N., et al., *Structural basis of DNA recognition by the heterodimeric cell cycle transcription factor E2F-DP*. Genes Dev, 1999. **13**(6): p. 666-74.

How the deposited data were processed for this re-analysis (not part of the article)

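Gene expression was measured on Illumina Mouse8 Reference arrays in 48 mice: 30 SB tumours, of which 14 had an insert in *Nfia*, 8 had an insert in another network CIS gene only and 8 had no network insert, and 6 *Ptch*+/- controls, 6 normal cerebella and 6 GTML tumours. Groups, animal numbers, inserts and ages were taken from the sample labels, and the numbers of SB tumours, *Ptch*+/- controls and cerebella match those in the paper's Results, while its Table S1 lists 4 MBs in predisposition controls. Every sample was mapped, and 0 value columns were left without a sample.

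The authors amplified and labelled the RNA, hybridised it and deposited log2 signals of 25697 probes for each array. The submitters' processing notes name RMA, without a version. The values of all arrays have nearly the same distribution, with lowest signals of 6.31 to 6.42, medians of 6.73 to 6.74 and highest signals of 13.5 to 14.4, and they are not centred per probe. The background correction, a filter on detection and the software that read the scanner are not given in the sources used here. The values were used as deposited, with no filter and no pseudocount. Arrays carry no read depth, so that the number of animals per group limits the precision.

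Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) to the arrays of its own groups, over all 25697 probes, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Network tumours (22) were compared with non-network tumours (8) and with *Ptch*+/- controls (6), all SB tumours (30) with cerebella (6) and GTML tumours (6), *Ptch*+/- controls with cerebella, non-network tumours with *Ptch*+/- controls, and network tumours with an *Nfia* insert (14) with the other network tumours (8). A Student t-test per probe, which Table S5 names, was run on the same values. Single values were compared by two-sided exact permutation tests of the difference of means over all splits, with the smaller tail doubled, and correlations across samples have permutation p-values from 100000 resamples or, for 8 samples, from all pairings (Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1). The groups, tests, genes to be named and processing alternatives were set before the data were examined, when the values of Table S5 had been read. Genes to be named were those that the study names for its arrays, the CIS genes, *Ptch1*, *Mycn* and *Myc*, and the probes with the largest changes in each comparison, of which at most 2 in each direction are printed by number.

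The files do not pair probes with genes. Table S5 pairs 8 probes with names, of which 7 are in the reference of mouse genes used here, and no other probe was named. For this reason 35 gene lists set beforehand, the tests on them, the choice of 1 probe per gene, the mean over several *Igf2* probes and the relation of list levels to *Igf2* were not run, and the CIS genes, *Ptch1*, *Mycn* and *Myc* are not reported.

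The code was tested on simulated data with 200 changed probes. For network against non-network tumours, limma called 91% of the probes changed by 0.5 on the log2 scale and 100% of those changed by 1. The changed probes were picked at random from all probes, and the simulated probes vary independently of each other. The shares therefore do not apply to *Igf2* or other probes that vary more, nor to arrays whose probes vary together. *Kank1*, for example, differed by -0.55 between these groups, with an adjusted p of 0.956 from limma.

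The profile of each array was correlated across probes with the mean of the *Ptch*+/- controls, cerebella and GTML tumours, leaving the array itself out of its own group's mean. Position is the projection of an array on the line from the GTML mean to the cerebellum mean. The running number is the number in a sample's title, ranked within its series of titles and scaled from 0 to 1. Alternatives were a filter on dim probes, quantile normalization, median centring, all arrays in one fit, the Student t-test, array weights, age as a covariate, leaving out each array in turn and, for *Ptch*+/- controls against cerebella, the number in the titles as a replicate block. After seeing the data, fits with the running number or position as a covariate, with 6 parts of the running number as a block and without the arrays nearest to cerebellum were added, together with Student and Welch tests on the linear scale, a Welch test on the log2 scale and a ratio of medians. The exact permutation test of the arithmetic means of *Igf2* was among the alternatives set beforehand. Human arrays, insertion sites, Real Time PCR and gene sets were not analysed here.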

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

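The tests on the running number of the sample titles in this part were chosen after the result was seen.

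Along the running number that the labels give the samples within each title series, 1977 of 25697 probes changed within groups over the 48 arrays (adjusted p under 0.05 from limma; 1167 with rising and 810 with falling signal), a signal that the paper does not report. Chance and age are argued against: of 100 orders of the numbers within groups only the real one, 1, called as many probes (the highest other order called 2), and 2338 probes followed the number with age as a covariate, after an earlier correlation of age with the number had decided nothing (r = -0.235, permutation p = 0.117). An order of processing shared by the groups is a candidate explanation, since arrays of *Ptch*+/- controls, cerebella and GTML tumours with the same number deviated together (median r = 0.143 over 18 pairs against -0.0311 for differently numbered arrays, exact p = 0.000224 over 518400 relabellings), and 912 of the 987 probes called in SB tumours alone (92.4%) moved in the same direction in the other 18 arrays. The 987 probes are not independent of each other, and their 92.4% was not set against other orders of the numbers. The sources used here do not say what the number stands for, and apart from age no biological explanation was tested. Among the called probes the median absolute slope was 0.26 on the log2 scale from the first to the last number. None of the 8 named genes was called. The slope of *Igf2* was -1.05 (adjusted p = 0.331 from limma), that of *Hsd11b2* 0.59 (adjusted p = 0.131) and that of *Kank1* 0.42 (adjusted p = 0.163). For *Hsd11b2* and *Kank1* the slope, from the first to the last number, is near the size of their differences between network and non-network tumours (-0.53 and -0.55). These groups differ over only part of that range, with mean scaled numbers of 0.462 and 0.603. With the number as a covariate the fold was 0.754 for *Hsd11b2* and 0.710 for *Kank1*, against 0.692 and 0.683 without it. Drift therefore accounts for only a part of these 2 differences.

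Single arrays stood apart from their group in 2 of the 45 groups of values tested, where chance alone gives about 1 in 20. The 14 network tumours with an *Nfia* insert were not among them, since the test was limited to smaller groups. In that group tumour 421 lay at a position of 0.993, with the next highest, 786, at 0.618. GTML tumour 11185 had an *Igf2* signal of 6.88, below the next lowest GTML tumour at 7.59. Non-network tumour 835 had a *Loxl1* signal of 10.90, above the next highest non-network tumour at 9.29.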

How the results depend on the processing

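The settings named as added in this part were chosen only after the result was seen.

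Apart from leaving out single arrays, the number of called probes stayed within 1.5 times its value in 44 planned and 22 added settings and moved further in 3 planned and 3 added ones, all of them for small counts. Between network tumours and *Ptch*+/- controls the 1 called probe became 5 with all 48 arrays in the fit, 0 with array weights from limma (1764 at an unadjusted p under 0.05 without weights; 1 by the Student t-test), 3 without the arrays nearest to cerebellum (added) and 2 with position as a covariate (added). Leaving out 1 array gave 0 to 5: 5 without *Ptch*+/- control 104, 5 without 159, 2 without 300 and 0 without 105 or 19. Between non-network tumours and *Ptch*+/- controls the count of 0 from limma (1178 unadjusted; 0 by the Student t-test) became 3 with all 48 arrays and 1 without the arrays nearest to cerebellum (added), and leaving out 1 array gave 0 to 1, the 1 being without *Ptch*+/- control 159. For the other comparisons leaving out 1 array gave 8680 to 9515 probes (SB tumours against cerebellum), 5383 to 6998 (*Ptch*+/- controls against cerebellum) and 5613 to 6637 (SB against GTML tumours). Network against non-network tumours and the *Nfia* split stayed at 0 from limma in every setting and without any 1 array, with 1274 and 734 probes at an unadjusted p under 0.05 and 0 after adjustment of the Student t-test.

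The log2 fold change of *Igf2* between network and non-network tumours ran from 1.37 without non-network tumour 366 to 1.98 without 260 and kept an unadjusted p under 0.05 in each of these 30 fits. It was 1.14 as a ratio of arithmetic means, where neither the exact permutation test (p = 0.0548) nor the added Student (p = 0.0610) and Welch tests on the linear scale (p = 0.0586) passed 0.05. The added ratio of medians was 2.20 on the log2 scale.

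Small fold changes changed sign, and the cause was not tested. *Igf2* in SB tumours against cerebellum (-0.04) became 0.0678 with quantile normalization and 0.0120 with array weights, and ran from -0.15 to 0.0502 with 1 array left out. In non-network tumours against *Ptch*+/- controls, *Igf2* (-0.33) became 0.15 without the arrays nearest to cerebellum (added) and ran from -0.75 without non-network tumour 260 to 0.15 without *Ptch*+/- control 159. There *Aqp4* became 0.0117 with array weights, 0.00510 with 6 parts of the running number as a block (added) and 0.00488 with position (added), and *Lyz2* became 0.00209 with the running number (added) and ran from -0.43 to 0.19. In the *Nfia* split, *Kank1* became -0.0268 with the running number and -0.0281 with its 6 parts, both added. With 1 array left out it ran from -0.0210 to 0.14, *Loxl1* from -0.00606 to 0.34 and *Lyz2* from -0.29 to 0.0845. In network tumours against *Ptch*+/- controls, *Kank1* ran from -0.12 to 0.0669 and *Hsd11b2* from -0.0311 to 0.15. None of these values had passed its test. Of the other settings for the 8 named genes, 358 planned and 175 added ones kept direction and call, 8 and 8 gained a call and 8 and 15 lost it.

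Numbers 1 to 6 occur in the titles of both *Ptch*+/- controls and cerebella. As a replicate block they gave 6267 called probes (2934 higher, 3333 lower). Deviations of same-numbered arrays correlated between 0.0897 and 0.319, and 4 of 6 *Ptch*+/- controls and 5 of 6 cerebella correlated best with their own number, a hint from the data and not from the design. Gene lists, 1 probe per gene and a mean of *Igf2* probes were not run for lack of probe names. Signal over background could not be judged, since no detection calls were used.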

Differences from the paper's values

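The tests named as added in this part were chosen only after the result was seen; the other alternatives were set before the data were examined.

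For network against non-network tumours the fold changes of all 8 genes in Table S5 lay within 1.5 times the paper's, and for *Igf2* the value was 2.96 against the paper's 3.58. As a ratio of arithmetic means *Igf2* gave 2.21, outside 1.5 times the paper's value, and the added ratio of medians gave 4.61. The limma p-values differed for 7 of the 8 genes by more than 1.5 times; that of *Kank1*, 0.00284, did not, although its Student t-test gave 0.00365 against the paper's 0.002. Table S5 names a Student t-test with 28 degrees of freedom, which was run on the same 30 arrays.

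For *Igf2* the paper's p is 0.002 and the limma p was 0.00804 (0.00986 by the Student t-test). None of the alternatives set beforehand (brighter probes only, quantile normalization, median centring, all 48 arrays, the Student t-test, array weights, age as a covariate or the exact permutation test of arithmetic means) and none of the added ones gave a p within 1.5 times the paper's. Leaving out single arrays, also set beforehand, gave 0.000846 (without non-network tumour 260) to 0.0247, and none of the 30 came within 1.5 times of it either.

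For *Loxl1* the paper's p is 0.029 and the limma p was 0.225 (0.238 by the Student t-test). Of the alternatives set beforehand only leaving out non-network tumour 835 closed the gap (0.0368). Without the arrays nearest to cerebellum, a setting added after seeing the values, it was 0.0223, and *Hsd11b2* of the 8 genes was then not under 0.05. With position as a covariate, also added after seeing the values, it was 0.0150, which passes 0.05 as in the paper but lies further than 1.5 times from its value, with *Hsd11b2* lost as well.

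For *Aqp4* the paper's p is 0.037 and the limma p was 0.0137 (0.0164 by the Student t-test). Of the alternatives set beforehand only leaving out a single non-network tumour closed the gap, 286 (0.0330), 366 (0.0288), 731 (0.0290) or 835 (0.0261). Settings added after seeing the values did: the running number as a covariate (0.0264, with 2 of the 8 genes at 0.05 or above), 6 parts of it as a block (0.0532, with 5 of 8), leaving out the arrays nearest to cerebellum (0.0252, with 1 of 8) and the Welch test on the log2 scale (0.0487, with 2 of 8) or on the linear scale (0.0546, with 4 of 8).

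For LOC100046457 the paper's p is 0.007 and the limma p was 0.00297 (0.00381 by the Student t-test). Of the alternatives set beforehand only leaving out a single non-network tumour closed the gap, 16 (0.00675), 286 (0.00840), 619 (0.00707), 833 (0.00611) or 835 (0.00508). Settings added after seeing the values did: the running number (0.00614), its 6 parts (0.00803) and the Welch test on the log2 scale (0.00547), with 2, 5 and 2 of the 8 genes at 0.05 or above.

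For *Hsd11b2* the paper's p is 0.026 and the limma p was 0.0466 (0.0527 by the Student t-test). Of the alternatives set beforehand only leaving out a single tumour closed the gap, network tumour 68 (0.0388), 457 (0.0328), 565 (0.0286) or 793 (0.0269) or non-network tumour 16 (0.0284) or 835 (0.0304). A Student t-test on the linear scale, added after seeing the values, gave 0.0274 with 3 of the 8 genes, *Igf2* among them, at 0.05 or above.

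For *Lyz2* the paper's p is 0.040 and the limma p was 0.0123 (0.0148 by the Student t-test), and of all alternatives, set beforehand or added, only leaving out non-network tumour 833 came within 1.5 times the paper's value (0.0274). For *Rnd3* the paper's p is 0.038 and the limma p was 0.0210 (0.0246 by the Student t-test). Age as a covariate gave 0.0331, within 1.5 times the paper's value. So did leaving out any 1 of 16 tumours, namely network tumours 224 (0.0286), 386 (0.0262), 421 (0.0258), 565 (0.0282), 730 (0.0278), 756 (0.0281), 786 (0.0258), 791 (0.0287), 793 (0.0254) and 849 (0.0267) and non-network tumours 16 (0.0491), 366 (0.0367), 619 (0.0369), 731 (0.0381), 833 (0.0280) and 835 (0.0315). The others set beforehand did not. The running number (0.0400, with 2 of the 8 genes at 0.05 or above) and leaving out the arrays nearest to cerebellum (0.0304, with 1 of 8) did, both added after seeing the values.

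The paper calls *Igf2* the gene that differs most between network and non-network tumours. By the size of the fold change it ranked 1 of 25697 probes here, as in the paper, and by p-value it ranked 190 with limma and 233 with the Student t-test, with an adjusted p of 0.956 from limma. Table S5 is headed as the genes with the highest mean fold changes. Of the 3 largest increases and 5 largest decreases at an unadjusted p under 0.05, 5 are in the table and 3 are not.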

Other observations

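The tests of the running number, position and age against *Igf2*, the swap and age tests of the 3 arrays near cerebellum and the *Igf2* correlations were chosen only after the result was seen.

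In its Real Time PCR of SB tumours with available RNA, the paper finds higher *Igf2* in network tumours with an *Nfia* insert than in those without. The arrays are another assay, and the tumours measured need not be the same. On the arrays, *Igf2* was at 10.89 ± 1.30 (SD, n = 14) in tumours with an *Nfia* insert and 10.54 ± 1.36 (SD, n = 8) in the other network tumours. The log2 fold change of 0.36 had a two-sided exact permutation p of 0.539, and it ran from 0.0449 without network tumour 793 to 0.58 without 386. The largest difference of a named gene in this split was that of *Rnd3*, at 8.76 ± 0.76 and 7.88 ± 0.68 (log2 fold change 0.88, SE 0.31, adjusted p = 1.00 from limma). No probe passed (0 from limma, 734 at an unadjusted p under 0.05; the methods' t-test gave 780 and 0 after adjustment).

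*Igf2* itself did not separate tumours from normal cerebellum, at a log2 fold change of -0.04 for SB tumours (exact permutation p = 0.962), a sign that turned with quantile normalization (0.0678), and -0.85 for *Ptch*+/- controls (exact permutation p = 0.214). Without *Ptch*+/- control 159 the latter was -1.33 (adjusted p = 0.0353 from limma), and without 483 it was -0.55 (adjusted p = 0.590). Against GTML tumours *Igf2* was 2.69 higher in SB tumours (adjusted p = 9.0e-04 from limma). *Kank1* was 0.50 higher in SB tumours than in cerebella (adjusted p = 0.0426 from limma), a call lost without any 1 of the 6 cerebella (909, 910, 1012, 1014, 1018 and 1020) or without network tumour 280, 457, 540, 565 or 580 or non-network tumour 619, with adjusted p-values of 0.0507 to 0.0831. In *Ptch*+/- controls it was 0.40 higher (adjusted p = 0.0754 from limma), and 0.47 without control 19 (adjusted p = 0.0436). Against GTML tumours, *Kank1* was 0.76 higher in SB tumours (adjusted p = 0.00366 from limma). LOC100046457 was higher at 8.30 against 6.93 (adjusted p = 1.7e-05 from limma), the latter close to the array median, so that no fold is given. *Lyz2* did not pass the threshold in this comparison (-0.27, adjusted p = 0.646 from limma). Its log2 fold change was -0.48 without GTML tumour 11185 and -0.13 without 21541.

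Within the 22 network tumours *Igf2* ran opposite to LOC100046457 (Pearson r = -0.738, permutation p = 8.0e-05, adjusted p = 0.00112; Spearman rho = -0.705, permutation p = 0.000320, adjusted p = 0.00448). Without the 2 tumours farthest from the median of *Igf2* r was -0.703, and it was -0.701 given the running number and -0.736 given position. Within the 8 non-network tumours *Igf2* ran opposite to *Kank1* (r = -0.839, exact p = 0.00231, adjusted p = 0.0161; rho = -0.857, exact p = 0.0107, adjusted p = 0.0431), with r = -0.690 without 2 tumours. By ranks alone 3 further relations had an adjusted p of 0.0431: *Igf2* with *Kank1* (rho = -0.529; Pearson r = -0.524, adjusted p = 0.0540) and *Hsd11b2* (rho = -0.540; r = -0.481, adjusted p = 0.0665) in the 22 network tumours, and with *Hsd11b2* in the 8 non-network tumours (rho = -0.833, exact p = 0.0154; r = -0.775, adjusted p = 0.0540). In all, 14 relations were tested, each of 7 genes within 2 groups, and the study had chosen the genes for their difference between the groups.

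The higher *Igf2* signal of network tumours was set against 3 technical or incidental differences. With the running number as a covariate 0.904 of the log2 fold change stayed (0.795 to 0.932 with 1 array left out), with position between GTML tumours and cerebellum 1.03 (0.996 to 1.05) and with age 0.977 (0.935 to 1.02), where less than 0.67 would have pointed to the covariate; the condition on single arrays was set after the shares were seen. The tables therefore argue against each of these as the main source of the difference. From the arrays alone a chance difference among 25697 probes stays open. So does an effect of the network inserts, which the arrays do not test apart from other differences between the tumours. By Real Time PCR of SB tumours with available RNA, the paper found significantly higher *Igf2* with network inserts. Those values were not analysed here.

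SB tumours 421 and 386 and *Ptch*+/- control 159 correlated better with cerebellum than with the tumours. Normal cerebellum in these samples is a candidate explanation: the share of cerebellum signal, estimated from 148 probes high in cerebellum and from 112 probes high in tumours, was 0.959 and 1.00 in 421, 0.698 and 0.843 in 386 and 0.556 and 0.641 in 159, at most 0.145 apart, with lower shares in tumours nearest to the *Ptch*+/- controls: 0.478 and 0.428 in 786, 0.368 and 0.352 in 224, and 0.244 and 0.198 in 833. A swap with the cerebella of this series is argued against, since 0 of the 6 cerebella lay nearer to the SB tumours than to the other cerebella, and so is age, since at least 0.954 of the excess position was left after the line of position on age in the 33 other tumours (an earlier rank correlation had decided nothing: rho = -0.202, permutation p = 0.236). For 421, whose distance to the cerebella (0.111) lay within that of the cerebella among themselves (0.101 to 0.183), a wrong label or a sample from outside the series stays open beside cerebellum tissue. No other biological explanation was tested.

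Other splits of the same arrays into groups of the same sizes, 100 per comparison, were used to ask whether chance could give as many called probes. Chance is argued against for SB tumours against cerebellum (9281 probes, highest other split 2), *Ptch*+/- controls against cerebellum (6223, highest other 113) and SB tumours against GTML tumours (6258, highest other 1786). In each, only 1 of the 100 splits, the real one, reached the count, and so few splits cannot exclude chance. Chance stays open for network tumours against *Ptch*+/- controls, where 6 of 100 splits called at least the 1 probe (highest other 2059). For network against non-network tumours, non-network tumours against *Ptch*+/- controls and the *Nfia* split the real count was 0 from limma (1274, 1178 and 734 unadjusted; 0 by the methods' t-test), so that all 100 splits reach it, and the highest others called 2298, 3 and 1604. Why some other splits call 1604 probes or more was not traced.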
